# The Histone H3 K4me3, K27me3, and K27ac Genome-Wide Distributions Are Differently Influenced by Sex in Brain Cortexes and Gastrocnemius of the Alzheimer’s Disease PSAPP Mouse Model

**DOI:** 10.3390/epigenomes5040026

**Published:** 2021-11-25

**Authors:** Francesca Casciaro, Giuseppe Persico, Martina Rusin, Stefano Amatori, Claire Montgomery, Jennifer R. Rutkowsky, Jon J. Ramsey, Gino Cortopassi, Mirco Fanelli, Marco Giorgio

**Keywords:** Alzheimer’s disease, sex differences, PSAPP mice, histone marks

## Abstract

Background: Women represent the majority of Alzheimer’s disease patients and show typical symptoms. Genetic, hormonal, and behavioral mechanisms have been proposed to explain sex differences in dementia prevalence. However, whether sex differences exist in the epigenetic landscape of neuronal tissue during the progression of the disease is still unknown. Methods: To investigate the differences of histone H3 modifications involved in transcription, we determined the genome-wide profiles of H3K4me3, H3K27ac, and H3K27me3 in brain cortexes of an Alzheimer mouse model (PSAPP). Gastrocnemius muscles were also tested since they are known to be different in the two sexes and are affected during the disease progression. Results: Correlation analysis distinguished the samples based on sex for H3K4me3 and H3K27me3 but not for H3K27ac. The analysis of transcription starting sites (TSS) signal distribution, and analysis of bounding sites revealed that gastrocnemius is more influenced than brain by sex for the three histone modifications considered, exception made for H3K27me3 distribution on the X chromosome which showed sex-related differences in promoters belonging to behavior and cellular or neuronal spheres in mice cortexes. Conclusions: H3K4me3, H3K27ac, and H3K27me3 signals are slightly affected by sex in brain, with the exception of H3K27me3, while a higher number of differences can be found in gastrocnemius.

## 1. Introduction

According to the last World Alzheimer Report and most USA and EU statements, there are more than 55 million people living with dementia worldwide in 2021, with two-thirds of the clinically diagnosed cases in women [1,2,3]. The most common type of dementia is Alzheimer’s disease (AD) whose prevalence is found to be higher in females than males according to several studies [3,4]. Women also show a wider spectrum of AD symptoms [5] and a faster consequent cognitive decline [6].

AD is characterized by extracellular deposition of the amyloid β (Aβ) peptide, a product of amyloid precursor protein (APP) processing, and by intraneuronal neurofibrillary tangles of hyperphosphorylated tau protein. In non-pathological conditions, APP is cleaved by α-secretase and consequently by the γ-secretases (PSEN), while in the amyloidogenic pathway, the β-secretase enzyme cleaves APP to produce a soluble fragment which is then cleaved by γ-secretase to release the Aβ peptide [7]. Consistently, mice expressing the mutated human γ-secretases 1 and the mutant chimeric mouse/human mutant APP (Mo/HuAPP695swe) (PSAPP mice) accumulate Aβ toxic plaques in the brain cortex and develop behavioral hallmarks of AD patients [8].

AD is a complex disease with a multiorgan involvement. Slow gait speed and decreased grip strength are associated with cognitive decline [9], and muscle is known to be one of the tissues with the most sex-differentially expressed genes in humans [10].

In a 3xTg-AD mouse model, which contains three gene mutations, namely APPSwe, PS1M146V, and tauP301L, it has been reported that disfunctions in skeletal muscle occur at different levels. For example, they showed that skeletal muscle functionality is already affected in 3-month-old 3xTg-AD mice with an age-dependent accumulation of amyloid-β1-40 peptide [11]. Furthermore, in a double transgenic mouse model expressing a chimeric mouse/human amyloid precursor protein (APP) with the Swedish mutation (APPswe) and a mutant human presenilin 1 (PS1) with the delta E9 (PS1ΔE9), it has been shown that skeletal muscle cells have a significantly decreased maximal mitochondrial oxygen consumption capacity compared to non-transgenic, age-matched mice, with similar deficits to those previously described in brain [12].

In the last years, multiple studies have shown the involvement of epigenetic regulation in the progression of AD. For example, it was found that some cytosines, particularly those at -207 to approximately -182 in the promoter region of the APP gene, are mostly methylated and their demethylation with age may lead to Aβ deposition in the aged brain [13]. Moreover, different studies in mouse models of AD have shown an involvement of histone deacetylases in speeding up the progression of the disease [13].

Emerging evidence from animals and humans suggests that epigenetic mechanisms or environmental factors are likely to also play a role in the different incidence and progression of the disease in the two sexes [14].

A good example of sex-specific epigenetic regulation is X chromosome inactivation in females, a process which occurs largely due to a combination of DNA methylation and histone modifications [15].

Recently, it has been proposed that histone modifications may be involved in the different responses to stress between males and females [16]. For example, Ramzan et al. have shown that the expression of histone variant H2A.Z has context-specific effects on the regulation of fear memory and related disorders, so higher levels of H2A.Z in female mice may represent a risk factor for PTSD and associated increased pain sensitivity [17]. Furthermore, analysis of the bed nucleus of the stria terminalis and preoptic area in adult male and female mice revealed 248 regions differently enriched in H3K4me3 in the two groups [18].

Here, we explore the landscape of three well characterized transcription-associated histone modifications, both in brain cortexes and gastrocnemius muscle in a PSAPP mouse model of AD. In particular, H3K4me3 and HK27ac are associated with gene activation, while H3K27me3 is correlated with repression and especially with the inactivation of one copy of the X chromosome in females [19]. Multiple studies correlate alterations in the signal of those histone marks with the aging process. For example, high levels of H3K27me3 were observed in the brain of mice with an accelerated aging phenotype [20], while global histone acetylation was found regulated in aged mice brain [21]. Alterations in H3K4me3 signal was observed in different aged tissues of mouse models [22,23]. In humans, H3K4me3 distribution in prefrontal neurons from 11 individuals resulted to decrease in 600 loci in early life and to increase in other 100 loci of aged adults [24].

Chromatin immunoprecipitations, followed by Illumina sequencing, were conducted for these modifications and bioinformatics analyses results are here presented.

## 2. Materials and Methods

### 2.1. Mice

Five female and five male PSAPP mice were generated at the mouse facility of the University of California (Davis, CA, USA) and housed in polycarbonate cages on racks in a room with controlled temperature (22–24 °C) and humidity (40–60%). Mice were individually housed in a HEPA filtered room maintained on a 12-hr light–dark cycle. Health checks were conducted on all mice at least once a day. Sentinel mice were housed in the same room and exposed to bedding from the study mice on a weekly basis. Health screens were completed on sentinel mice every three months. Serology tests included MHV, Sendai, PVM, MPV, MVM, M.pul and arth, TMEV (GDVII), Ectro, EDIM, MAD1 and 2, LCM, Reo-3, and MNV. All tests were negative throughout the study. All animal protocols were approved by the UC Davis Institutional Animal Care and Use Committee and were in accordance with the NIH guidelines for the Care and Use of Laboratory Animals.

Mice were multi-housed and provided ad libitum access to a chow diet LabDiet 5001 (LabDiet, Saint Louis, MO, USA) prior to the start of the study. At 6 months of age, mice were singly housed and placed on a modified AIN-93 diet (Table S12). Food intake was set at 11.2 kcal/day, which was fed ~1 h prior to lights out, and water was provided ad lib.

Brain cortexes and gastroectonemius muscles were collected from sacrificed mice following standard procedures [25,26].

### 2.2. ChIPSeq

Brain cortexes and gastrocnemius muscle chromatins were obtained from five male (*n* = 4 for male cortex) and five female PSAPP-mice sacrificed at the age of 13 months when these animals begin to show symptoms of cognitive decline and immediately snap frozen in liquid nitrogen.

Chromatin extraction was performed on 10-mg tissues following the chromatin immunoprecipitation (ChIP) standard procedure [27].

Extracted chromatin was immunoselected with anti-H3K4me3 (#39159, Lot 22119006, Active Motif, Carlsbad, CA, USA), anti-H3K27ac (ab4729, Lot. GR3231887-1; Abcam, Cambridge, UK) and H3K27me3 (07-449, Lot. 3091919; Millipore, Temecula, CA, USA) antibodies following the procedure already described without limited reversal of crosslinking (LRC) step [28].

The bound fractions were de-crosslinked, and purified DNA was used for library preparation. Libraries were then sequenced in 51 bp paired-end read mode on a NovaSeq 2000 sequencer (Illumina, San Diego, CA, USA).

Sample c05 was excluded from the analysis due to problems during the preparation.

### 2.3. Computational Pipeline

Reads were aligned to mm10 using “bwa” (v0.7.17), a software package for mapping low-divergent sequences against a large reference genome [29]. Unmapped reads, reads with a mapping quality (MAPQ) value smaller than 1, duplicate reads, and those that mapped outside of chr 1–19 and Chr X were removed using SAMtools. Resulting alignment reads (stored in a standard BAM format, which is the compressed binary version of a SAM file that is used to represent aligned sequences up to 128 Mb) were converted into a bedpe format (browser extensible data paired-end format, which helps to concisely describe disjoint genome features, such as structural variations or paired-end sequence alignments) using the “bamTobed” script of bedtools (v2.30.0) [30]. Peak detection was performed with epic2 software using the following parameters: fragment size = 200; window size = 200; g = 2 for H3K4me3 and H3K27ac; g = 3 for H3K27me3; FDR < 0.05; and e = 100 [31]. Bedtools was also used to merge the peak files of each group prior to annotating them.

Differential binding analysis was performed by the Diffbind R package (v3.2.6) and differentially bound sites were identified among different conditions. Stringency in the analysis was obtained by creating a consensus dataset for each condition, including peaks that were present in at least three samples of the considered group. Only different bound (DB) sites with an FDR (false discovery rate) of <0.1 were considered [32].

The ChIPseeker R package (v1.28.3) was applied to annotate peak files and DB sites using the curated RefSeq set version 130306 [33].

Pathway analysis was conducted using the ingenuity pathway analysis (IPA) software from QIAGEN (version September 2021). Pathways with an absolute z-score of >2 were considered significant.

For some analyses, BAM files of replicates from each group were merged using BAMtools and indexed using SAMtools. Merged bam files were then used to generate a bigwig (a file format for display of dense, continuous data in a genome browser track) using deepTools bamCoverage (v3.5.1) with a bin size of 10 bp (size of the bins, in bases), bins per million (BPM) mapped reads, normalization (ChrX was ignored for normalization), and reads extended to 200 bp.

The signal around the TSSs was calculated for 23,359 genes. The signal, calculated using deepTools computeMatrix, was reported as a mean signal in bins of 10 bp, with a range of ±3 kB around the TSSs. Missing data were treated as zero. The output was then plotted using plotHeatmap and plotProfile (deepTools) [34]. 

## 3. Results

### 3.1. H3K4 and H3K27 me3 Analysis on X Chromosome Distinguishes Males and Females

We first checked the quality of sequencing results and no significant variability in the number of reads related to sex was revealed (Figure S1).

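Chromatin immunoprecipitation followed by sequencing, in which chromatin bound by an antibody is enriched and its DNA sequenced, was performed for 3 histone marks in cortex and gastrocnemius of PSAPP mice, a transgenic mouse model of AD, at 13 months of age. The 57 libraries come from 10 mice, and the 9 mice with cortex libraries also have gastrocnemius libraries. In the gastrocnemius, 5 males (replicates 1 to 5) and 5 females (6 to 10) were profiled, and in the cortex 4 males (1 to 4) and 5 females (5 to 9), with sexes taken from Figure 1 and Figure 4. The paper's methods state that sample c05 was excluded, while the deposited cortex libraries are numbered without a gap, so the deposited numbers are used here. By the animal codes in the deposited names, males 1 to 4 are the same mice in both tissues. Cortex females 5 to 9 are, in order, the mice of gastrocnemius females 6 to 10. A female number, such as female 6, thus names a different mouse in each tissue. For each library the authors deposited the peaks called by epic2 on mm10, with the number of reads (fragments) in each peak and a score. Reads outside called peaks are not among these data, and the aligned reads of Figure S1 were not analysed here. The precision of each value is limited by these reads, and a library without a peak at a site may still hold reads there. In the cortex, H3K4me3 peaks held between 9.50 and 13.2 M reads in males (median 10.1 M) and between 10.5 and 19.0 M in females (median 12.6 M). H3K27ac peaks held between 14.4 and 21.2 M reads in males (median 17.1 M) and between 3.94 and 19.3 M in females (median 17.5 M). H3K27me3 peaks held between 4.52 and 5.58 M reads in males (median 5.20 M) and between 4.56 and 7.32 M in females (median 5.55 M). In the gastrocnemius, reads in H3K4me3 peaks lay between 9.16 and 15.0 M in males (median 14.3 M) and between 10.7 and 14.9 M in females (median 14.2 M). Those in H3K27ac peaks lay between 15.7 and 19.7 M in males (median 19.5 M) and between 16.6 and 27.3 M in females (median 19.7 M). Those in H3K27me3 peaks lay between 2.99 and 18.2 M in males (median 5.60 M) and between 3.78 and 7.87 M in females (median 7.71 M). The sexes were compared by exact permutation tests over every relabelling of the libraries, 126 in the cortex and 252 in the gastrocnemius, which allow no two-sided p below 0.00794. For the number of reads in peaks, two-sided exact p values lay between 0.159 (H3K4me3 in the cortex) and 0.929 (H3K27me3 in the gastrocnemius), and the lowest value after Benjamini-Hochberg adjustment over the 6 comparisons was 0.762. As a check of the sex labels, the promoter of Xist (within 1 kb of the TSS, gene at X, 103460373 to 103483233), which is transcribed from the inactive X, had an H3K4me3 peak in every female and in no male. In RPM, reads scaled here to the reads in autosomal peaks of a library, it held 40.0 ± 1.59 (SD, n = 5) in female cortexes and 36.2 ± 3.97 (SD, n = 5) in female gastrocnemius. H3K4me3 at the promoters of Eif2s3x and Ddx3x, 2 further checks, was 69.6 ± 3.44 and 58.8 ± 7.15 RPM in female and 40.5 ± 3.97 and 35.6 ± 5.29 RPM in male cortexes, and 45.6 ± 7.77 and 56.5 ± 11.0 RPM in female and 28.4 ± 3.05 and 36.0 ± 4.95 RPM in male gastrocnemius (SD, two-sided exact p = 0.00794 in each of these 4 comparisons). The deposited names of the libraries of cortex females 8 and 9, gastrocnemius male 5 and gastrocnemius females 6, 9 and 10 carry a sequencing run number that the others lack. In the cortex only females carry one, so run and sex can be compared there only by leaving these libraries out. Without them, the smallest two-sided exact p is 0.0286 in the cortex (4 males, 3 females) and 0.0667 in the gastrocnemius (4 males, 2 females).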

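Spearman's rho was computed for every pair of libraries of a mark and tissue over the 10 kb bins of the 19 autosomes and X in which at least 1 of these libraries had a peak, with the reads of each peak shared over its bins and 0 where no peak was called. The gap between the mean rho of same-sex pairs and the mean rho of pairs of different sex was tested by exact permutation of the sex labels (one-sided, 126 splits in each tissue). For H3K27me3 in the cortex (94541 bins), mean rho was 0.701 within the sexes and 0.560 between them, a gap of 0.141 with an exact p of 0.00794 (0.0238 after Benjamini-Hochberg adjustment over 6 comparisons). Every same-sex pair, at 0.660 or more, lay above every pair of different sex, at 0.604 or less. The alternative that moved this gap most was to include the bins in which no library had a peak, which gave 0.0805. For H3K27me3 in the gastrocnemius, mean rho was 0.682 within and 0.642 between the sexes, a gap of 0.0394 (one-sided exact p = 0.00794, adjusted 0.0238), and the pairs overlapped, since the lowest same-sex rho was 0.623 and the highest between the sexes 0.688. Among the gastrocnemius libraries without a run number this gap was 0.0544, with the smallest exact p that 4 males and 2 females allow, 0.0667 (one-sided), and among those of the cortex it was 0.149 (one-sided exact p = 0.0286). For H3K4me3, mean rho was 0.953 within and 0.954 between the sexes in the cortex (one-sided exact p = 0.595, adjusted 0.714) and 0.913 within and 0.908 between them in the gastrocnemius (one-sided exact p = 0.0714, adjusted 0.143). The gastrocnemius H3K4me3 gap of 0.00460 had an exact p of 0.0397 both without female 6, where it rose to 0.00826, and without female 10.

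**Figure D1:**
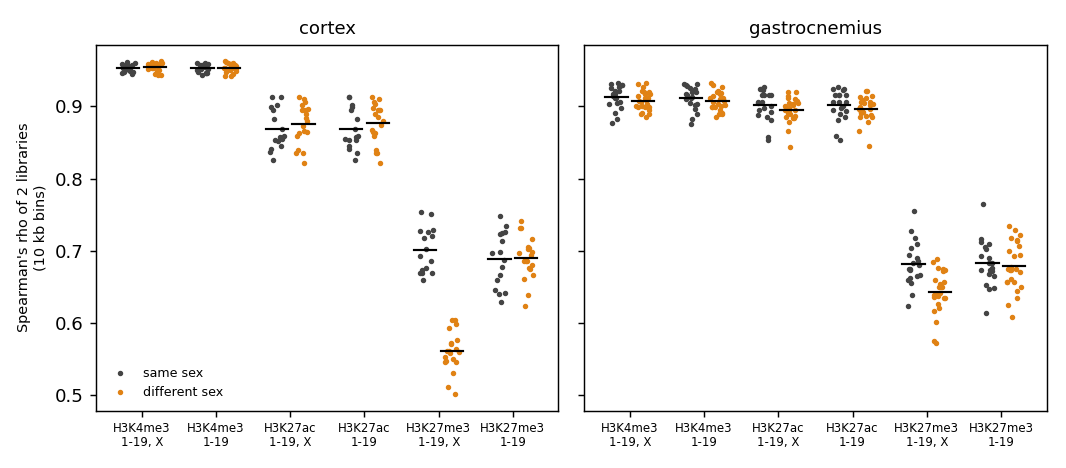
Spearman's rho of each pair of libraries over 10 kb bins, for each mark with chromosomes 1-19 and X or chromosomes 1-19 alone, in cortex (left) and gastrocnemius (right). Points are pairs of the same sex (dark) or of different sex (orange) and lines are means; with X, H3K27me3 in the cortex has means of 0.701 and 0.560.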

To estimate differences in the distribution of the analyzed histone’s marks between females and males, we performed a correlation analysis, including all the aligned reads in autosomes (chromosomes, chr 1-19) and X. According to Spearman correlation analysis, males and females formed distinguishable clusters for H3K4me3 (Figure 1a,b) and for H3K27me3 (Figure 1e,f), which is known to be involved in the X chromosome inactivation [35]. In contrast, H3K27ac showed higher correlation coefficients (above 0.9), indicating a greater similarity among all the analyzed samples (Figure 1c,d). 

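Over bins of peak reads, rho for H3K27ac lay between 0.821 and 0.913 in the cortex and between 0.844 and 0.927 in the gastrocnemius. In the cortex, mean rho was 0.869 within the sexes and 0.876 between them (one-sided exact permutation p = 0.897, adjusted 0.897). In the gastrocnemius it was 0.901 within and 0.896 between them (one-sided exact permutation p = 0.135, adjusted 0.202), and without female 6 the exact p was 0.0397. The range of rho for H3K4me3 was higher in the cortex, from 0.943 to 0.963, and similar in the gastrocnemius, from 0.876 to 0.932, while for H3K27me3 it ran from 0.501 to 0.753 in the cortex and from 0.572 to 0.754 in the gastrocnemius. With bins of 50 kb, the lowest rho for H3K27ac rose to 0.911 in the cortex and 0.926 in the gastrocnemius.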

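Correlations between libraries were also computed over the bins of the autosomes alone. For H3K27me3, mean rho of the cortex was then 0.688 within the sexes and 0.690 between them (one-sided exact permutation p = 0.468), against 0.682 and 0.678 in the gastrocnemius (one-sided exact p = 0.159). The gap on autosomes for H3K4me3 was -0.00118 in the cortex (one-sided exact p = 0.698) and 0.00366 in the gastrocnemius (one-sided exact p = 0.111). Without female 6, the gastrocnemius H3K4me3 gap was 0.00724 with an exact p of 0.0397 (one-sided). For H3K27ac, the one-sided exact p was 0.897 in the cortex and 0.135 in the gastrocnemius on autosomes, and no adjusted p over the 6 autosomal comparisons was below 0.317. The H3K27me3 gap on autosomes changed sign in both tissues under some alternatives, to 5.61e-04 in the cortex with covered bp in place of reads and to -1.89e-04 in the gastrocnemius with all bins included. Single libraries also changed its sign, which turned positive in the cortex without male 3 (0.00622) and negative in the gastrocnemius without female 7 (-6.54e-04).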

As expected, the H3K4me3 and H3K27me3 sex-related correlation was lost if only autosome chromosomes are considered, underlining the contribution of the X chromosome in generating this phenomenon (Figure S2).

### 3.2. Brain Cortex Shows a Signal around the Transcription Starting Sites (TSS) That Is More Homogenous Than Gastrocnemius

Since histone modifications play a critical role in transcription control, we investigated the signal around (−2.5 kb + 2.5 kb) the TSS present in all the chromosomes (*n* = 23,359 sites). The comparison of the average signal from all the TSS revealed a substantial difference between the two sexes only for H3K27me3 (Figure 2m,p), and not for H3K4me3 and H3K27ac (Figure 2a,d,g,j).

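The signal around each TSS was taken here as the reads of called peaks within 2.5 kb of it, in RPM, averaged over 26089 TSSs (1 per gene of the curated RefSeq set) in each library. Over all chromosomes, the females' mean log2 signal of H3K27me3 in the cortex was higher than the males' by 0.29 (two-sided exact permutation p = 0.00794, adjusted 0.0476 over 6 comparisons), and all 5 females lay above every male. The alternative that moved it most, scaling by reads in all peaks with X included, gave 0.07 (two-sided exact p = 0.198). In the gastrocnemius, the difference for H3K27me3 was 0.11 (two-sided exact p = 0.452, adjusted 0.543), with 1 of 5 females above every male. With each library left out in turn, it ran from 0.00186 (without male 5) to 0.184 (without male 2). For H3K4me3 the difference was -0.01 in the cortex (two-sided exact p = 0.603) and 0.09 in the gastrocnemius (two-sided exact p = 0.206). For H3K27ac it was 0.07 in the cortex (two-sided exact p = 0.405) and 0.12 in the gastrocnemius (two-sided exact p = 0.254). Leaving out gastrocnemius female 6 raised the difference to 0.14 for H3K4me3 (two-sided exact p = 0.0159) and to 0.19 for H3K27ac (two-sided exact p = 0.0397).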

Focusing on the analysis of the average signals on TSS separating autosomes and the X chromosome, the intensity of the H3K27me3 signal on the X chromosome scored almost double in females than males in both cortex and gastrocnemius (Figure 2o,r). 

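At the 1126 TSSs of X, H3K27me3 in the cortex was 9.81 ± 0.611 RPM per TSS in females (SD, n = 5) and 0.370 ± 0.0344 in males (SD, n = 4), a log2 difference of 4.73 and a ratio of means of 26.5 (two-sided exact permutation p = 0.00794, adjusted 0.0159). In the gastrocnemius it was 4.05 ± 0.476 in females (SD, n = 5) and 0.151 ± 0.0772 in males (SD, n = 5), a log2 difference of 4.96 and a ratio of 26.8 (two-sided exact p = 0.00794, adjusted 0.0159). These sums over called peaks follow the length called, since H3K27me3 peaks covered 40.6 ± 2.62 Mb of X in female and 0.305 ± 0.0160 Mb in male cortexes, and 13.5 ± 5.76 Mb in female and 0.115 ± 0.121 Mb in male gastrocnemius (SD, same animals). Within X peaks, the mean density overlapped between the sexes, from 17.3 to 23.0 reads per kb in females and from 17.9 to 19.2 in males in the cortex, and from 19.0 to 25.3 in females and from 19.8 to 34.3 in males in the gastrocnemius. This density is not scaled to the reads of a library, so it also follows depth. Signal on the male X below the peak caller's threshold is not counted, so the ratios depend on that threshold. Scaling by all peak reads moved the cortex difference most, to 4.51, and using equally many peaks per library moved the gastrocnemius difference most, to 5.41. Among gastrocnemius libraries without a run number it was 5.13, at the smallest exact p possible there (0.0667, two-sided). H3K4me3 at the TSSs of X was higher in females by 0.06 in the cortex (two-sided exact p = 0.00794, adjusted 0.0159) and by 0.17 in the gastrocnemius (two-sided exact p = 0.0238, adjusted 0.0357). Within 1 kb of the TSS, these H3K4me3 differences were 0.01 (two-sided exact p = 0.698) and 0.10 (two-sided exact p = 0.246). The paper attributes the H3K27me3 difference at TSSs of X to the inactivation process of the X chromosome in females.

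**Figure D2:**
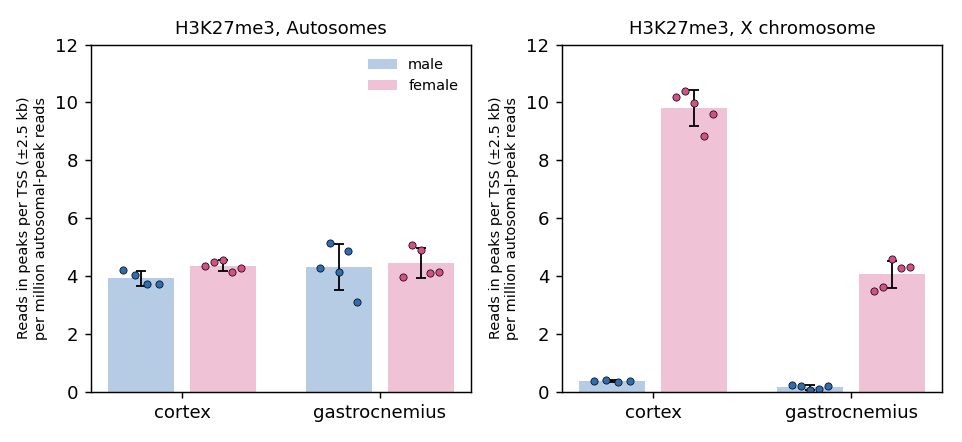
H3K27me3 reads in peaks within 2.5 kb of a TSS, in RPM of autosomal-peak reads, on autosomes (left) and X (right). Bars are means, error bars SD and points libraries of males (blue, 4 in cortex and 5 in gastrocnemius) and females (pink, 5 in each tissue); on X the female means are 9.81 in cortex and 4.05 in gastrocnemius.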

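At the 24963 autosomal TSSs, H3K27me3 in the gastrocnemius was 4.44 ± 0.513 RPM per TSS in females (SD, n = 5) and 4.31 ± 0.787 in males (SD, n = 5), a log2 difference of 0.06 (two-sided exact permutation p = 0.770, adjusted 0.770). The sexes overlapped, and the difference was below the spread between animals. It turned to -0.05 without male 5, whose library held the most reads in peaks, and to -0.01 when the signal was scaled by reads in all peaks. In the cortex, autosomal H3K27me3 had a mean of 4.36 in females (n = 5, from 4.13 to 4.56) and of 3.92 in males (n = 4, from 3.71 to 4.21), a log2 difference of 0.16 (two-sided exact p = 0.0238, adjusted 0.143 over 6 comparisons), and 4 of 5 females lay above every male. This difference was -0.07 (two-sided exact p = 0.198) when scaled by reads in all peaks. Its exact p was 0.0536 without male 3 or male 4 and 0.0571 without female 5, 6, 7 or 9 (two-sided), with differences between 0.13 and 0.19 over all libraries left out in turn.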

In the gastrocnemius, a slight difference in the H3K27me3 signal on TSS was also found if considering only the autosomes. Differences in the H3K27ac signal on TSS also appeared on the X chromosome of gastrocnemius.

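H3K27ac at the TSSs of X in the gastrocnemius was 4.11 ± 0.452 RPM per TSS in females (SD, n = 5) and 3.52 ± 0.329 in males (SD, n = 5), a log2 difference of 0.22 (two-sided exact permutation p = 0.0635, adjusted 0.0762), and 4 of 5 females lay above every male. Without female 6, the lowest female, it was 0.30 (two-sided exact p = 0.0159). H3K27ac peaks covered 3.05 ± 0.304 Mb of X in females and 2.58 ± 0.249 Mb in males (SD, n = 5 each), with a mean density on X from 54.7 to 65.1 reads per kb in females and from 49.2 to 53.6 in males. The density on autosomes also separated the sexes, from 55.1 to 68.3 reads per kb in females and from 51.2 to 55.0 in males. At autosomal TSSs of the gastrocnemius the difference was 0.12 (two-sided exact p = 0.262). In the cortex, H3K27ac at the TSSs of X had a mean of 4.85 in females (n = 5, from 4.15 to 5.12) and of 4.60 in males (n = 4, from 4.28 to 5.08), a log2 difference of 0.07 (two-sided exact p = 0.373, adjusted 0.373).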

These results indicate that sex differences of histone modifications distribution in the cortex of PSAPP mice occur to a lesser extent in comparison to the gastrocnemius, whose fiber composition and gene expression is influenced by sex [36,37].

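Whether the sex difference itself differed between the tissues was tested in 2 ways. The gap in rho on autosomes was larger in the gastrocnemius than in the cortex by 0.00484 for H3K4me3 (p = 0.137), by 0.0132 for H3K27ac (p = 0.140) and by 0.00580 for H3K27me3 (p = 0.483), in two-sided permutation tests with 10000 draws of the sex labels within each tissue. After Benjamini-Hochberg adjustment over the 3 marks, no p was below 0.211. For the log2 signal at TSSs, the sex difference of the gastrocnemius minus that of the cortex was tested exactly over 31752 relabellings within the tissues, a test chosen after the data were seen. On autosomes it was 0.10 for H3K4me3 (exact p = 0.177), 0.05 for H3K27ac (exact p = 0.707) and -0.10 for H3K27me3 (exact p = 0.559), two-sided. On X it was 0.12 for H3K4me3 (exact p = 0.147), 0.15 for H3K27ac (exact p = 0.309) and 0.23 for H3K27me3 (exact p = 0.919), two-sided. After adjustment over 9 such tests, these 6 among them, no p of the 6 was below 0.531. The other 3 tests were of the number of X peaks, where it was 23.7 for H3K4me3 (exact p = 0.609), 99.95 for H3K27ac (exact p = 0.296) and -5329.7 for H3K27me3 (exact p = 0.0477, adjusted 0.429), two-sided, the last being a larger female excess in the cortex (7375.5 peaks) than in the gastrocnemius (2045.8). Relabelling mixes the sex difference of each tissue into the relabelled values. That difference is so large for H3K27me3 on X that these p values cannot decide there. These relabellings treat the tissues as independent, although 9 mice gave both. With the sex labels permuted by mouse over 126 relabellings of these 9, also chosen after the data were seen, the two-sided exact p values for the gap in rho were 0.206, 0.198 and 0.413 for H3K4me3, H3K27ac and H3K27me3, and those for the TSS signal were 0.198, 0.675 and 0.0714 on autosomes and 0.0397, 0.270 and 0.532 on X. For the number of X peaks they were 0.802, 0.159 and 0.00794, the last being the smallest that 126 relabellings can give (adjusted 0.0714). The p of 0.0397 belongs to a difference of 0.14 for H3K4me3 on X and was 0.179 after adjustment over 9 tests.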

### 3.3. Binding Sites Are Differently Affected by Sex in Cortex and Gastrocnemius

The position of the marked H3 histones was investigated genome-wide using the epic2 tool to identify enriched peaks. 

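The number of peaks per library was compared between the sexes in 6 two-sided exact permutation tests. For H3K4me3 in the cortex it was 22486 ± 2017 in females (SD, n = 5) and 20649.8 ± 1231 in males (SD, n = 4), with 4 of 5 females above every male (exact p = 0.143, adjusted 0.429). Without female 6, the lowest female at 19438 peaks, the difference rose from 1836 to 2598.5 peaks (two-sided exact p = 0.0286). H3K27ac peaks in the cortex numbered between 46458 and 75261 in females and between 58935 and 73102 in males (two-sided exact p = 0.913). The corresponding ranges for H3K27me3 in the cortex were 39597 to 55772 in females and 38911 to 41957 in males (two-sided exact p = 0.135). In the gastrocnemius, H3K4me3 peaks numbered between 23086 and 29087 in females and between 21309 and 29749 in males (two-sided exact p = 0.857). H3K27ac peaks there numbered between 48380 and 68046 in females and between 46660 and 57368 in males (two-sided exact p = 0.437), and H3K27me3 peaks between 32584 and 42176 and between 26954 and 42126 (two-sided exact p = 0.754). Without female 9, the H3K27ac difference in the cortex rose from 864.55 to 5643.5 peaks. The length covered by H3K27ac peaks in the cortex was 23.5 Mb lower in females (303 ± 54.6 Mb against 327 ± 11.1 Mb, two-sided exact p = 0.508). On X, H3K27me3 peaks numbered 7437 ± 1228 in female and 61.5 ± 5.80 in male cortexes, and 2071 ± 446 in female and 24.8 ± 15.6 in male gastrocnemius (SD, two-sided exact p = 0.00794 in each tissue).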

Overall, the number of peaks detected in the two sexes appeared to be comparable (Figure S3), except for the H3K4me3 in the female cortex, whose number was higher in three out of five samples. 

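Each peak was assigned to the promoter if its edge lay within 1 kb of a TSS. Peaks more than 3 kb from every TSS were assigned to exon, intron or distal intergenic sequence. Up to 300 bp downstream of a gene was counted with the introns. Peaks between 1 and 3 kb from a TSS are in none of these shares. In the cortex, 64.2 ± 5.02% of H3K4me3 peaks of females (SD, n = 5) and 68.5 ± 3.30% of those of males (SD, n = 4) lay in promoters (two-sided exact permutation p = 0.183, adjusted 0.595). Distal intergenic peaks made up 17.3 ± 2.15% in females and 15.4 ± 1.46% in males (two-sided exact p = 0.175, adjusted 0.524), and 3 of 5 females lay above every male. In the gastrocnemius, 55.1 ± 4.86% of H3K4me3 peaks of females and 54.0 ± 6.31% of those of males lay in promoters (SD, n = 5 each, two-sided exact p = 0.762), and 17.7 ± 1.39% and 17.7 ± 1.84% in distal intergenic regions (two-sided exact p = 1). With peaks merged per sex, as in the paper, the promoter share in the cortex was 56.2% in females and 62.2% in males and the distal intergenic share 20.9% and 18.4%. Taking equally many of the highest-scoring peaks in every cortex library moved the shares most, to a female minus male difference of 0.114 percentage points for promoters and 0.129 for distal intergenic regions. Without female 6, the promoter share of the cortex differed by -6.28 percentage points between females and males (two-sided exact p = 0.0286).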

The analysis of peak distribution within the different genes features revealed that most H3K4me3 peaks were found in promoters (Figure 3a,b), although distal intergenic regions were more represented in female cortexes (Figure 3a). 

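H3K27ac peaks of the cortex lay in promoters in 23.0 ± 3.86% of cases in females (SD, n = 5) and 23.0 ± 1.93% in males (SD, n = 4), a difference with a two-sided exact permutation p of 0.992. Exons held 23.2% of these peaks in females and 23.5% in males, introns 30.3% and 29.5%, and distal intergenic regions 19.9% and 20.7%. In the gastrocnemius, promoters held 24.2% of H3K27ac peaks in females and 25.0% in males (two-sided exact p = 0.548), exons 23.2% and 24.5%, introns 26.3% and 24.9%, and distal intergenic regions 22.8% and 22.3%. The distal intergenic difference in gastrocnemius H3K27ac had a two-sided exact p of 0.127, and of 0.0317 without female 7. Among H3K27me3 peaks, distal intergenic regions held 57.8 ± 1.43% in female (SD, n = 5) and 57.1 ± 0.497% in male cortexes (SD, n = 4), with a two-sided exact p of 0.357. In the gastrocnemius these shares were 49.7 ± 0.370% and 50.2 ± 1.90% (SD, n = 5 each, two-sided exact p = 0.611). With peaks merged per sex, distal intergenic regions held 59.1% of H3K27me3 peaks in female and 57.2% in male cortexes, and 50.4% in female and 51.7% in male gastrocnemius.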

H3K27ac peaks were more uniformly distributed among the different features (Figure 3c,d), whereas the majority of the H3K27me3-enriched regions were identified in distal intergenic areas (Figure 3e,f).

Then, we identified the sites that showed different intensity of histone marks signals between the sexes (Diffbind analysis). 

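Sites present in at least 3 libraries of a sex were merged over the sexes, and a library was taken to have a site if a peak of its own overlapped it. In the cortex, this gave 20962 autosomal and 655 X sites for H3K4me3, 45236 and 738 for H3K27ac, and 26482 and 4716 for H3K27me3. In the gastrocnemius, it gave 22798 autosomal and 629 X sites for H3K4me3, 31242 and 719 for H3K27ac, and 18965 and 1283 for H3K27me3. Reads are known in every library only at the sites called in all of them, which were 16841 of the autosomal H3K4me3 sites, 25363 of the H3K27ac sites and 11836 of the H3K27me3 sites in the cortex, and 16946, 20168 and 6980 in the gastrocnemius. On X, 559, 479 and 25 sites were called in every cortex library for H3K4me3, H3K27ac and H3K27me3, and 496, 466 and 6 in every gastrocnemius library. For H3K27me3 on X these are 0.530% of the sites in the cortex and 0.468% in the gastrocnemius, so most of these sites can be compared only as called or not called. The median site length ran from 3000 bp (H3K4me3 on X in the cortex) to 14600 bp (autosomal H3K27me3 in the gastrocnemius).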

To avoid an excess of false positive results due to the unspecific binding of the antibody during the ChIP, we generated a consensus dataset of peaks for each group (Table S1), as reported in the methods section, and we separately analyzed autosomes and X chromosome.

To investigate the heterogeneity in these sets of peaks among samples, principal component analyses (PCA) were performed. Results revealed that females and males separate only if considering the X chromosome (Figure 4d–f,j–l)**,** with the principal component 1 showing the maximum variance for H3K27me3 (96% for both tissues) (Figure 4f,l) and the minimum for H3K27ac (around 55/59%) (Figure 4e,k). 

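Principal components were computed over the consensus sites of X from log2 RPM, with a pseudocount of 1 and 0 reads where no peak was called. For H3K27me3, component 1 held 85.8% of the variance in the cortex (4716 sites) and 78.4% in the gastrocnemius (1283 sites), and the sexes did not overlap on it (two-sided exact permutation p = 0.00794 each, adjusted 0.00952 over 6 comparisons). The alternative that moved the cortex value most was the 25 sites called in every library, with 96.1%. For H3K27ac, component 1 held 37.8% in the cortex and did not separate the sexes (two-sided exact p = 1), which lay apart on component 2, with 21.9% (two-sided exact p = 0.00794, adjusted 0.0476). Without female 9, the library with the fewest reads, the sexes differed on component 1 of H3K27ac in the cortex (36.8%, two-sided exact p = 0.0286). In the gastrocnemius, component 1 of H3K27ac held 36.8% and separated the sexes (two-sided exact p = 0.00794). The legend of Figure 4 describes regions selected after the differential binding analysis. At the X sites called as different here, an alternative chosen after seeing the data, component 1 of H3K27me3 held 92.2% in the cortex (3735 sites) and 87.9% in the gastrocnemius (837 sites), and that of H3K27ac 86.5% (18 sites) and 66.4% (95 sites). Sites selected by sex separate the sexes by construction. Among gastrocnemius libraries without a run number, component 1 of H3K27me3 held 81.9% at the smallest two-sided exact p of that design, 0.0667.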

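For H3K4me3 on X, component 1 held 52.6% of the variance in the cortex (655 sites) and 52.1% in the gastrocnemius (629 sites), and in both tissues every female lay apart from every male on it (two-sided exact permutation p = 0.00794, adjusted 0.00952). Over the 559 and 496 sites called in every library, component 1 held 33.1% in the cortex and 43.2% in the gastrocnemius. At the 27 cortex and 139 gastrocnemius sites called as different, chosen after seeing the data, it held 90.7% and 70.3%. With each library left out in turn, the share ran from 49.9% to 59.3% in the cortex and from 50.3% to 55.5% in the gastrocnemius, and the sexes remained different at the smallest p each design allows (highest two-sided exact p 0.0286 and 0.00794).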

PCA for the H3K4me3 X chromosome resulted in a more variable component 1 between the two sexes, with a higher variance shown by cortexes (78%) (Figure 4d,j). Taking in account autosomes, male and female H3K4me3 and H3K27ac differentially marked peaks appeared and merged for both tissues (Figure 4a,b,g,h).

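Over the autosomal consensus sites, component 1 held 34.1% of the variance for H3K4me3 in the cortex and 30.3% in the gastrocnemius, 34.4% and 21.5% for H3K27ac, and 20.8% and 19.7% for H3K27me3. The two-sided exact permutation p of the sexes' mean scores on it was 0.278 and 0.365 for H3K4me3, 0.833 and 0.333 for H3K27ac, and 0.833 and 0.905 for H3K27me3 (lowest adjusted p 0.730). For H3K27ac in the gastrocnemius, the two-sided exact p on component 1 was 0.00794 without male 5, 0.0159 without female 6 and 0.0238 without female 10. For H3K27me3 in the cortex it was 0.0286 without female 7 (two-sided exact test). Component 2, examined after the data were seen, gave two-sided exact p values of 0.00794 for H3K27me3 in both tissues (16.6% and 15.2% of the variance, adjusted p 0.0238), with every female apart from every male. For the gastrocnemius it gave 0.0238 for H3K4me3 and 0.0159 for H3K27ac (two-sided exact tests, adjusted 0.0357 and 0.0317), where the sexes overlapped. Over the sites called in every library, the H3K27me3 difference on component 2 had a two-sided exact p of 0.786 in the cortex and 0.175 in the gastrocnemius, and those of H3K4me3 and H3K27ac in the gastrocnemius had 0.0317 each.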

The figure can be divided in two parts: the upper part presents the results related to the cortex for autosomes (a–c) and the X chromosome (d–f) for all the histone marks analyzed, while the lower part shows the principal component analyses of autosomal (g–i) and X (j–l) chromosomes in muscle.

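Reads at the sites called in every library were compared between the sexes with edgeR's quasi-likelihood test at an adjusted p (FDR) under 0.1, with library factors from autosomal sites. On autosomes of the cortex it called 0 of 16841 H3K4me3 sites, 0 of 25363 H3K27ac sites and 0 of 11836 H3K27me3 sites, where 440, 380 and 456 sites had an unadjusted p under 0.05, and DESeq2 called 0, 0 and 5. In the gastrocnemius, edgeR called 0 of 16946 H3K4me3 sites and 0 of 6980 H3K27me3 sites, where 1366 and 305 sites had an unadjusted p under 0.05, and DESeq2 called 92 and 18. Of 20168 H3K27ac sites in the gastrocnemius, 12 were called, 3 higher in females and 9 in males, and DESeq2, the alternative that moved this count most, called 260 (105 and 155). Without male 1, male 2, male 4 or male 5, the H3K27ac count was 3, 3, 4 or 7, and without female 7, 8 or 9 it was 4. It rose to 26 without female 6 and 61 without female 10, and was 39 among the libraries without a run number and 3 with the run number as a covariate. Without male 5, female 6, female 8 or female 10, edgeR called 1, 5, 1 or 8 autosomal H3K4me3 sites in the gastrocnemius. The 3 called H3K27ac sites with the largest changes were all lower in females, by log2 differences of -1.80 at an intergenic site near Cdk19 (10, 40325401 to 40336200, adjusted p 0.00790), -1.72 at a site in Mark1 (1, 184902401 to 184912800, adjusted p 0.00738) and -1.65 at a site in Zcchc4 near Anapc4 (5, 52812001 to 52829400, adjusted p 0.0816). The first 2 remained under 0.1 in all 18 alternatives and the third in 5 of 18. Normalized reads at the Cdk19 site were 7.64 ± 2.12 CPM in females and 26.6 ± 3.64 in males (SD, n = 5 each). By call alone, Fisher's exact test found 0 autosomal sites in each mark and tissue, which the design nearly fixes, since its smallest p of 0.00794 passes the adjustment only if 1506 to 3591 sites, by mark and tissue, separate the sexes fully. Sites called in every library of 1 sex and none of the other numbered 8 for H3K4me3, 15 for H3K27ac and 45 for H3K27me3 in the cortex and 6, 51 and 13 in the gastrocnemius. Other splits of the same libraries gave medians of 2, 30 and 39 such sites in the cortex and 4, 11 and 12 in the gastrocnemius. At 100 simulated sites with a change of 1.5-fold, edgeR recovered from 18 (H3K27me3 in the cortex) to 74 (H3K4me3 in the cortex), so smaller changes can be missed at this depth and number of animals. Each simulated count was drawn independently, so differences between libraries along other lines than sex are absent. Recovery in the data may be lower. Sites with an unadjusted p under 0.05 were below a share of 0.05 for each mark in the cortex and for H3K27me3 in the gastrocnemius. They were above it for H3K4me3 and H3K27ac in the gastrocnemius.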

Considering autosomes, the Diffbinding analysis between males and females identified only two sites for H3K4Me3 and H3K27ac and five for H3K27me3 in the cortex, whereas 139 H3K4me3, 206 H3K27me3, and 781 H3K27ac sites were discovered in the gastrocnemius (Table 1).

Regarding the X chromosome, Diffbind identified 65 H3K4me3, 56 H3K27ac, and 2782 H3K27me3 sex differential sites in the cortex, while 102 H3K4me3, 69 H3K27ac, and H3K27me3 sex differential sites in the gastrocnemius (Table 1). 

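On X, edgeR called 27 of 559 H3K4me3 sites in the cortex (25 higher in females, 2 in males) and 139 of 496 in the gastrocnemius (137 and 2). For H3K27ac it called 18 of 479 sites in the cortex (16 and 2) and 95 of 466 in the gastrocnemius (92 and 3). The median log2 difference over all tested X sites was 0.06 and 0.04 in the cortex and 0.17 and 0.22 in the gastrocnemius for H3K4me3 and H3K27ac. In the gastrocnemius, the H3K4me3 count was 70, 45 or 63 without male 1, 3 or 4 and 53 without female 9, and the H3K27ac count was 53, 39 or 52 without male 1, 3 or 4, 54 without female 7 and 155 without female 6. Of the 25 female-higher H3K4me3 sites of the cortex, 17 overlapped one of the gastrocnemius. The largest differences included the promoter of Kdm5c (X, 152230601 to 152236800), with 133 ± 11.2 CPM of H3K4me3 in females and 65.8 ± 5.10 in males of the gastrocnemius (SD, n = 5 each, log2 1.02, adjusted p 2.52e-08), and that of Kdm6a, which encodes UTX (X, 18160601 to 18166000), with 63.0 ± 6.96 CPM of H3K27ac in females and 34.7 ± 5.39 in males of the cortex (log2 0.86, adjusted p 2.08e-04). The paper names both genes as escaping X inactivation. An intergenic site near Tmem29 (X, 150477401 to 150479000 for cortex H3K4me3) was higher in females by 1.06 there and by 1.12 for H3K4me3 and 1.17 for H3K27ac in the gastrocnemius, and the promoter of Eif2s3x (X, 94209801 to 94214800) by 1.07 for gastrocnemius H3K4me3. All 9 male-higher sites lay between 169305601 and 169942200 at the end of X, among them the promoters of Gm15246 and Hccs (log2 -1.02 for H3K4me3 and -1.30 for H3K27ac in the cortex, -1.50 for H3K27ac in the gastrocnemius), the promoter of Mid1 (log2 -0.95 and -0.94 in the cortex) and a site in Mid1 nearest to G530011O06Rik (log2 -1.59 for gastrocnemius H3K27ac). For H3K27me3, only 25 cortex and 6 gastrocnemius X sites were called in every library, and 24 and 3 of these were called, all higher in females. The largest were at Dusp9 (X, 73622601 to 73666200, log2 3.36, adjusted p 1.09e-12), C430049B03Rik (log2 3.11) and Gm5643 (log2 2.96) in the cortex, the called sites of the gastrocnemius included one at Gm38438 (log2 1.46), and each of the named X sites kept an adjusted p under 0.1 in every alternative that tested it. By call, Fisher's exact test with an FDR under 0.1 found 3735 of 4716 H3K27me3 sites in the cortex and 837 of 1283 in the gastrocnemius, all called in more females. Sites called in every female and no male numbered 2694 and 444, where other splits of the libraries gave a median of 0. With reads of 0 or at the lowest density of the library put in where no peak was called, edgeR called 4714 or 2395 H3K27me3 sites in the cortex and 1268 or 32 in the gastrocnemius, so these counts rest on how uncalled sites are treated.

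**Figure D3:**
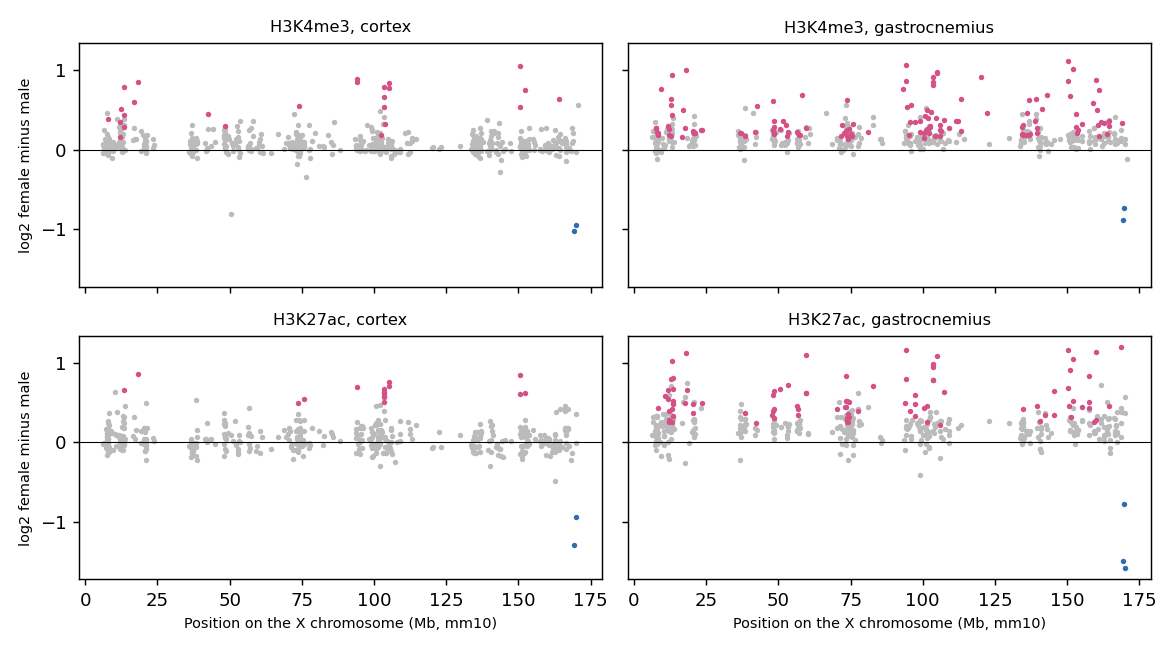
Female minus male log2 difference of reads (edgeR) at each X site called in every library, against its position on mm10, for H3K4me3 (top) and H3K27ac (bottom) in cortex (left) and gastrocnemius (right). Pink points are called higher in females and blue points higher in males at an FDR under 0.1, and grey points are not called; the 9 blue points lie between 169305601 and 169942200.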

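Genes were counted as marked differently when a promoter (within 1 kb of a TSS) overlapped a called site. For X, the read count test gave 19 genes for H3K4me3, 13 for H3K27ac and 32 for H3K27me3 in the cortex, and 136, 72 and 4 in the gastrocnemius. Fisher's test on calls gave 621 genes with H3K27me3 on X in the cortex and 272 in the gastrocnemius, and 0 for the other marks, where 50 to 59 fully separated sites would be needed for any call. For autosomes, the read count test gave 5 genes, all for H3K27ac in the gastrocnemius. This count was 1 without male 1, 2 or 4 or female 9, 2 without female 7 or 8, 11 without female 6 and 22 without female 10. DESeq2 gave 108 autosomal genes for H3K27ac, 58 for H3K4me3 and 11 for H3K27me3 in the gastrocnemius.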

The investigation of the location of these sites (Tables S2–S7) revealed that a larger number of sex differential promoters involves the H3K27me3 in the X chromosome and the H3K27ac in the autosomes.

### 3.4. Genes Involved in Cognitive Functions Show Different H3K27me3 Signal between Sex

To disclose the function of the genes, whose promoters were differently histone-marked by sex, ingenuity pathway analysis (IPA) was performed on the different lists of the identified genes. IPA is a web-based software application for the analysis, integration, and interpretation of data derived from OMICS experiments, and it is able not only to categorize genes in pathways and biological functions, but it can give an idea of the direction of the regulation (expressed by a positive or negative z-score) [38]. Due to the low number of genes differentially marked between the sexes in the cases of H3K4me3 and H3K27ac, few terms for biological processes were recognized (Tables S8–S11). For IPA analysis on the genes whose promoters showed different sex-related H3K27me3 peaks (*n* = 488), the majority of these genes were classified as involved in processes linked to neuronal cell functions and several to behavioral functions (Table 2). 

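Of the 111 genes listed in Table 2, 104 matched an annotated gene of X by symbol. An H3K27me3 peak overlapped the promoter in every female and no male cortex for 56 of these 104 genes (53.8%), against 392 of all 1126 genes of X (34.8%). At least 1 female had such a peak for 101 of the 104 genes, and at least 1 male for 10. Since the authors chose the listed genes on these samples, this is not independent evidence. Among the terms, the share of genes with a peak in every female and no male ran from 25% (differentiation of Th2 cells, 1 of 4 genes) to 77.8% (tremor, 7 of 9 genes). For organization of cytoplasm it was 38 of 63 genes (60.3%) and for spatial learning 5 of 14 (35.7%). The pathway analysis itself was not repeated, because the knowledge base of IPA is not among the sources used here.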

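H3K27me3 at the promoters of the X-linked genes Hsd17b10, Gata1, Ogt and Gria3 was called in 5 of 5 female and 0 of 4 male cortexes. The reads of peaks within 1 kb of their TSSs had means of 7.77, 7.96, 8.21 and 12.4 RPM in the 5 females, with values from 5.73 to 9.78 for Hsd17b10, from 5.76 to 9.67 for Gata1, from 6.65 to 9.80 for Ogt and from 9.85 to 17.0 for Gria3. Each of these differences had a two-sided exact permutation p of 0.00794, adjusted over the list alone to 0.0127 (8 genes, which the authors chose on these samples). Htr2c (X, 146962513 to 147197277) had 11.8 ± 1.63 RPM in females, all 5 with a peak, and 2.94 ± 3.40 in males, 2 of 4 with a peak (two-sided exact p = 0.00794, adjusted 0.0127). Maoa (X, 16619698 to 16687812) had a peak in 4 of 5 females, at 6.85 ± 3.96, and in no male (two-sided exact p = 0.0476, adjusted 0.0635). Its exact p was 0.125 without any 1 of males 1 to 4, 0.143 without female 5, 6, 7 or 9 and 0.0286 without female 8, which had no peak (two-sided). Agtr2 (X, 21484624 to 21488833) had a peak in 2 of 5 females, at 2.19 ± 3.02, and in no male (two-sided exact p = 0.444), and Cybb (X, 9435254 to 9469324) had none in any of the 9 cortexes. At an FDR under 0.1, the promoters of Hsd17b10, Gata1, Ogt, Gria3 and Maoa lay at sites called in more females by Fisher's exact test, and those of Htr2c, Agtr2 and Cybb did not. Kdm5c and Kdm6a, which the discussion names, had no H3K27me3 peak at the promoter in any library of either tissue. For Kdm5c this differs from Table 2, which lists it under spatial learning and organization of cytoskeleton and of cytoplasm.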

Notably, among the genes assigned with these pathways, eight (HSD17B10, GATA1, HTR2C, OGT, AGTR2, CYBB, GRIA3, MAOA) were reported to be associated to AD according to the GeneCards database (https://www.genecards.org/, accessed on 27 September 2021) with a relevance score superior to two [39,40,41,42,43,44,45,46].

In the gastrocnemius, the sex-dependent H3K27ac-marked promoters (*n* = 123) showed higher signals in females on genes related to inflammation and lower signals on those related to apoptosis (Table S10). 

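The 5 autosomal genes with a promoter at one of the 12 called H3K27ac sites of the gastrocnemius lay at sites that were all lower in females. These sites, chosen for naming after their values were seen, lay at Tfcp2l1 (log2 -1.26, adjusted p 0.0683), Musk (log2 -0.86, adjusted p 0.0802), Actr3b (log2 -1.34, adjusted p 0.00467), Sub1 (log2 -0.63, adjusted p 0.0746) and Mir204 (log2 -0.94, adjusted p 0.0816), with adjusted p values from edgeR. The 3 called sites that were higher in females lay outside promoters, near 4930546K05Rik (log2 0.87), Tprg (log2 1.51) and Garem1 (log2 0.81). IPA was not repeated here.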

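H3K27ac at the promoter of Bdnf, which has 9 annotated TSSs (gene at 2, 109674700 to 109727043), was 10.2 ± 3.03 RPM in female and 5.68 ± 0.676 in male gastrocnemius (SD, n = 5 each, two-sided exact permutation p = 0.0238). At the promoter of Hnmt (gene at 2, 24002911 to 24049379) it was 7.80 ± 1.51 in females and 5.13 ± 1.45 in males (SD, n = 5 each, two-sided exact p = 0.0159). At that of Irs1 (gene at 1, 82233105 to 82291439) it was 12.2 ± 2.86 and 8.95 ± 0.963 (SD, n = 5 each, two-sided exact p = 0.0317). Adjusted over the list alone, which the authors chose on these samples, each p was 0.0317. For Irs1 the two-sided exact p was 0.0714, 0.0556, 0.0794 and 0.0714 without males 1, 2, 3 and 4. Over the 20168 autosomal sites tested by edgeR, the sites at these promoters had adjusted p values of 0.116 (log2 0.99), 0.322 (log2 0.73) and 0.392 (log2 0.28), so none was called, while DESeq2 called those of Bdnf and Hnmt and not that of Irs1. Where a gene had more than 1 tested site at its TSSs, these values are those of the site with the lowest p.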

Genes assigned with these terms are the brain-derived neurotrophic factor (BDNF), the histamine N-methyltransferase (HNMT), and the insulin receptor factor 1 (IRS1), which are all associated with AD (with a relevance score of 14.34, 76, and 3.65, respectively) [47,48,49].

Finally, the cortex shares with gastrocnemius sex differences in H3K27me3 promoters of genes involved in cytoskeleton organization (Table 2 and Table 3).

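Table 2 lists 65 genes for organization of cytoskeleton in the cortex and Table 3 lists 9 for organization of actin cytoskeleton in the gastrocnemius, 8 of them in both. The promoters of 54 of the 65 genes lay at H3K27me3 sites of X called in more females by Fisher's exact test in the cortex and those of 19 of the 65 in the gastrocnemius, and for the 9 genes these numbers were 9 and 5. Over all genes of X, 236 had a promoter at such a site in both tissues. Over all terms of Table 3, 155 of 164 genes matched, 154 of them on X, and 49 (31.8%) had an H3K27me3 peak at the promoter in every female and no male gastrocnemius, against 110 of 1126 genes of X (9.77%). The listed genes were chosen by the authors on these samples and are not independent evidence.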

## 4. Discussion

As observed in patients and in animal models of AD, the disease progresses differently in the two sexes. The brains of PSAPP female mice accumulate significantly more amyloid plaques than male mice [50] and show more severe angiopathy and inflammation [51] from 6 months of age. Consistently, PSAPP female mice show lower cognitive abilities than PSAPP male mice [52]. Indeed, neurodegeneration and cognitive decline are worse among females from different models of mice with dementia [53]. Because of this difference in susceptibility to the disease, the question arises as to whether epigenetic signal may be involved in the different prevalence of the diseases between sexes.

In the present study, we determined the H3K4me3, H3K27ac, and H3K27me3 genome-wide profiles of cortexes from 13-month-old PSAPP male and female mice. The comparison of the global distribution of H3K4 and H3K27me3 signals revealed differences in the X chromosome capable to distinguish males and females, whereas the H3K27ac distribution was more homogenous between sexes. As expected, this sex-dependent regulation was particularly evident for the H3K27me3 signal around the TSS of genes localized on the X chromosome, since the inactivation process of genome portions of one of the two X chromosomes present in females.

Searching for differently bound sites also confirmed that the epigenetic landscape for the three considered histone modifications in the PSAPP mice is less influenced by sex in the brain than in muscle, whose transcriptomic profile is known to be particularly different between sexes [54]. However, a significantly different level of H3K27me3 on the X chromosome was observed in the cortex of male and female PSAPP mice. Interestingly, several of these X chromosome sites are involved in the regulation of neuronal functions, such as spatial learning, cellular organization, and development, and some of them are reported to be associated with AD [39,40,41,42,43,44,45,46].

Autosomes and the sex chromosomes differ in their evolutionary origins and in their involvement in cognitive functions. Despite many similarities between females and males, sex differences are present in learning and memory [55]. Notably, in humans, 3.75% of all genes are located on the X chromosome [56] and almost one third of these genes are involved in cognitive functions [57]. In females, one of the copies of the X chromosome is silenced. This process of X-chromosome inactivation evolved as a mechanism to regulate gene dosage. However, it does not affect all genes equally and those genes that are differently regulated, particularly under stress conditions, such as the appearance of amyloid plaques in the brain, may impact on the progression of neuronal disease.

Histone modifications are reported to be involved in the genome remodeling during learning and memory [58]. In particular, an increase in H3K4me3 in the mouse hippocampus has been related to long-term memory [59]. Numerous studies indicate that hippocampus-dependent memory and synaptic plasticity may rely on histone acetyltransferases and histone deacetylases activity [16]. However, similar to histone acetylation, the majority of studies on histone methylation have exclusively used males [16]. Thus, the impact of histone methylation in mediating sex- dependent memory processes are not well understood. Some evidence suggests that the activity of histone methyltransferases and demethylases may be influenced by sex. For example, the histone demethylase KDM5C and UTX are coded by X-linked genes and escape X-inactivation in females, and may mediate sex differences in brain development, memory, and behavior [60,61].

In conclusion, this study reveals that the chromatin of brain cortex from PSAPP mice shows a sex-dependent signature of histone modifications distinct from other tissues, such as the gastrocnemius. Epigenetic signals have been suggested to be involved in sex-dependent cognitive decline even if, so far, no epigenomes of male and female cortexes of AD models are available. The results presented here show that important sex differences exist in the distribution of histone modifications in transcription control regions of several genes involved in neuronal functions that may be involved in the cognitive decline in AD patients.

## Figures and Tables

**Figure 1:**
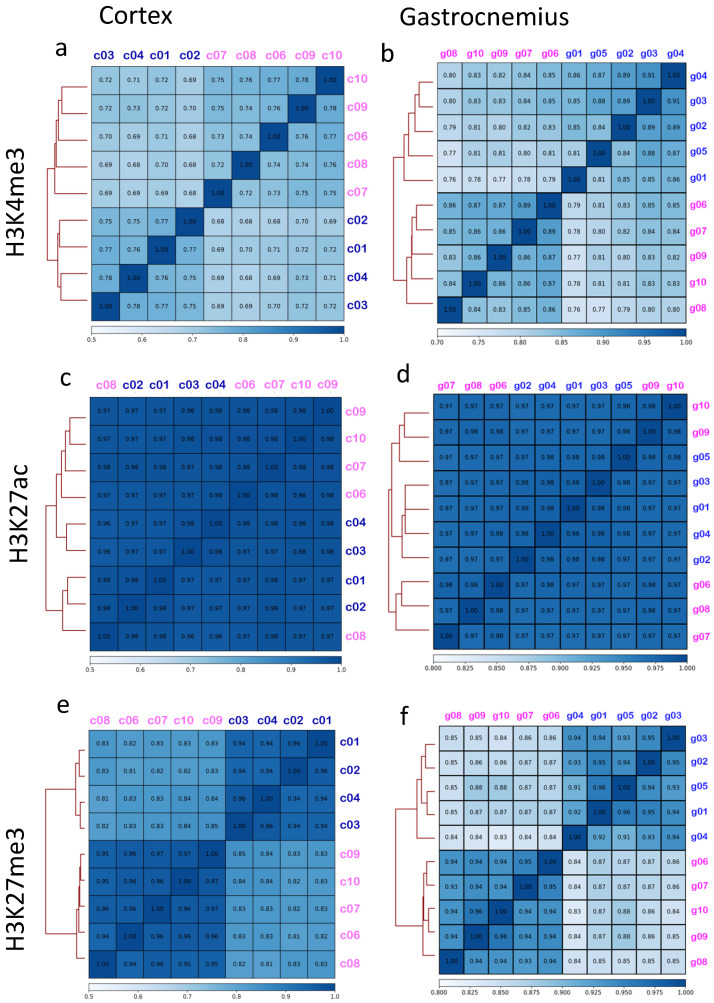
Spearman correlation including autosomes and X chromosome. Spearman correlation heatmap including chromosomes 1-19 and X for H3K4me3 (**a**), H3K27ac (**c**), and H3K27me3 (**e**) from cortexes are represented in the graphs on the left side. Corresponding graphs from gastrocnemius, for H3K4me3 (**b**), H3K27ac (**d**), and H3K27me3 (**f**), are reported on the right side. Male IDs are indicated in blue, female IDs are in pink. The color within each cell represents the Spearman coefficient which ranges from 0.68 to 1 (maximal correlation).

**Figure 2:**
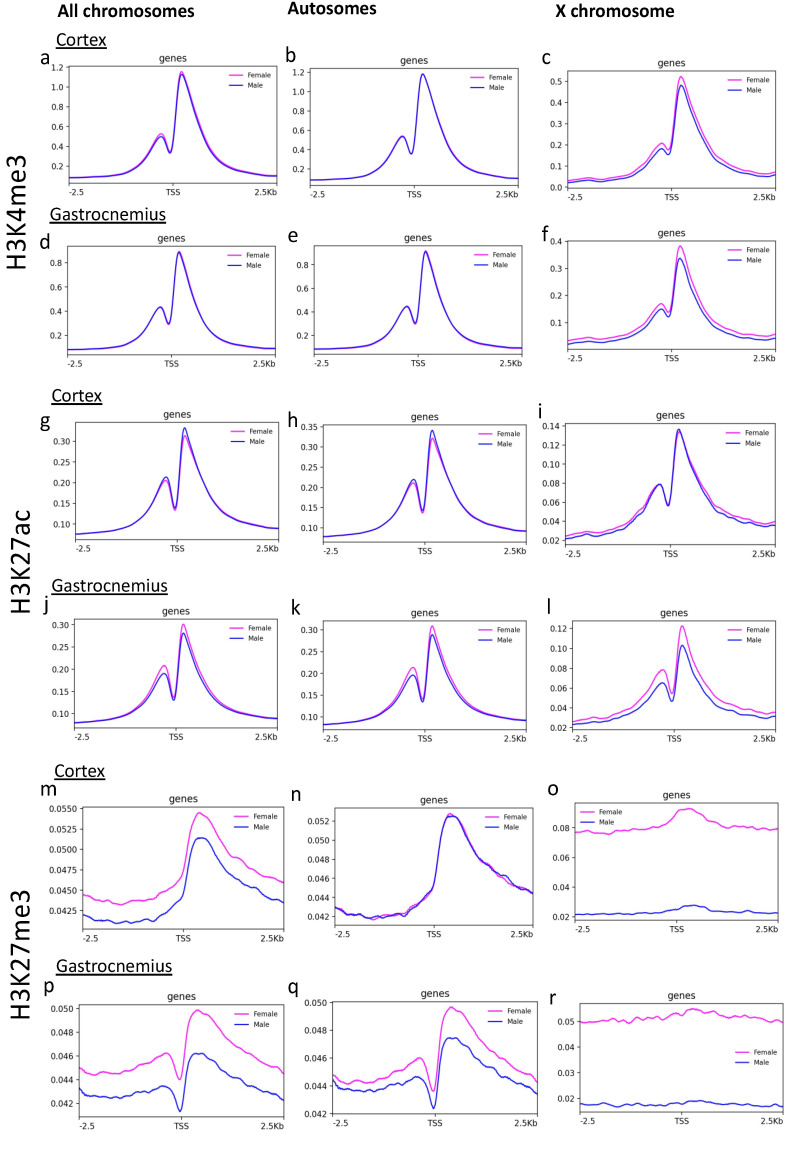
Signal around TSS of H3K4me3, H3K27ac, and H3K27me3 in cortex and gastrocnemius tissues. H3K4me3 (**a**–**f**), H3K27ac (**g**–**l**), and H3K27me3 (**m**–**r**) average density signal around TSS (±2.5 kb) is plotted for cortex and gastrocnemius as indicated, for chromosomes 1–19 and X on the left, only autosomes in the middle and only X on the right. Males are indicated in blue, females in pink.

**Figure 3:**
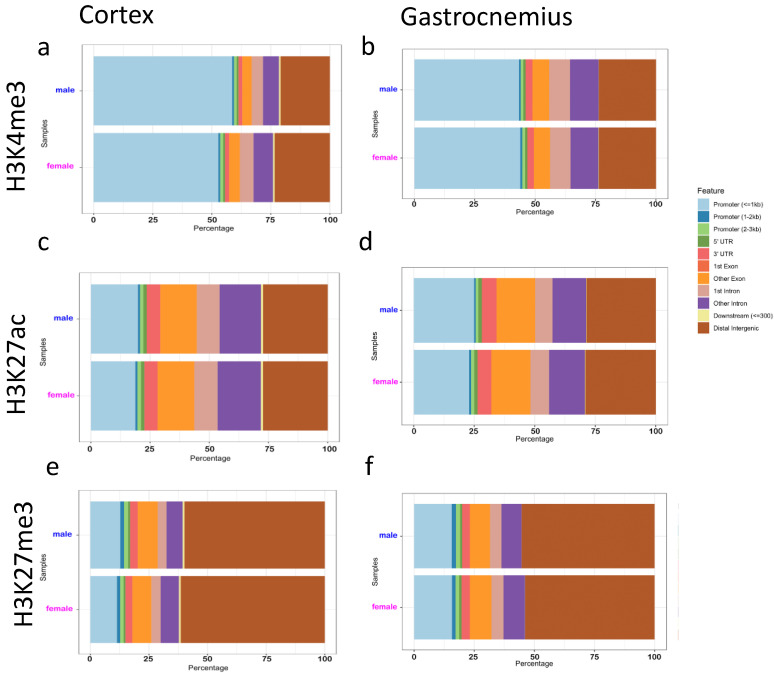
Feature distribution of called peaks for H3K4me3, H3K27ac, and H3K27me3 in cortex and gastrocnemius tissues. Feature distribution of the identified peaks for H3K4me3 (**a**), H3K27ac (**c**), and H3K27me3 (**e**) in cortexes are reported on the left. Feature distribution of H3K4me3 (**b**), H3K27ac (**d**), and H3K27me3 (**f**) peaks found in the gastrocnemius are reported in the plots on the right. Males are in blue, females in pink. The color code indicating each genomic feature is shown.

**Figure 4:**
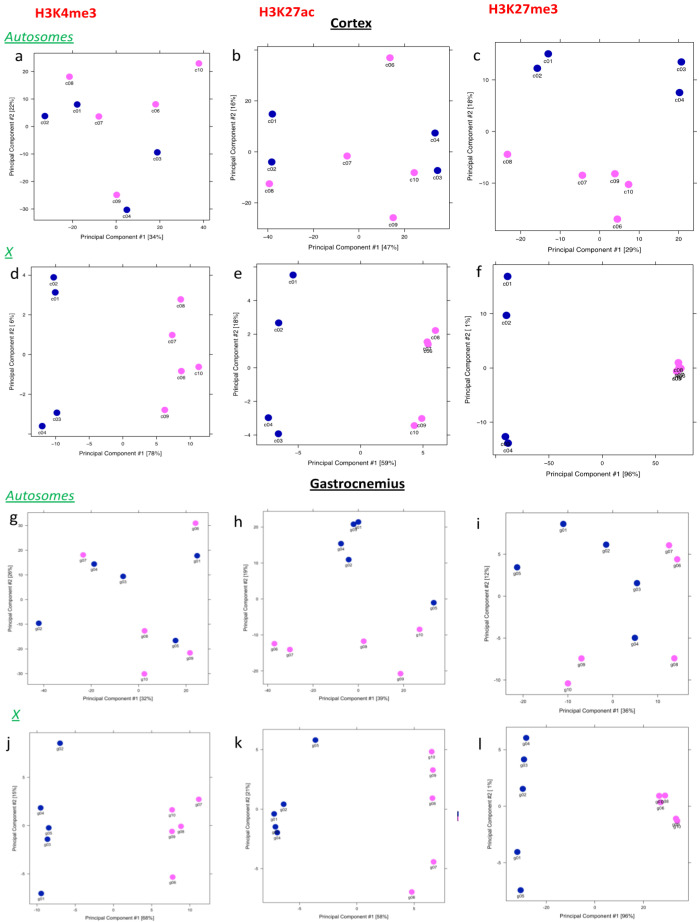
Principal component analysis of Diffbind consensus peak sets. Principal component analysis of the signals from regions selected after differential binding analysis are graphed. The left column reports information on H3K4me3, the middle one reports on H3K27ac, while H327me3 is analyzed on the right part of the figure.

**Table 1:** Differentially bound sites of H3K4me3, H3K27ac, and H3K27me3 in cortex and gastrocnemius tissues. The number of the differentially bound sites (FDR < 0.1) found in each comparison is reported.

Histone Modification	Chromosomes	N° of db Sites in Cortex	N° db Sites in Gastrocnemius
	Autosomes	2	139
H3K4me3	X chromosome	65	102
	Autosomes	2	781
H3K27ac	X chromosome	56	69
H3K27me3	Autosomes	5	206
	X chromosome	2783	855

**Table 2:** Biological signatures associated to H3K27me3-regulated promoters on the X chromosome in cortex. Results of an ingenuity pathway analysis for promoters differentially marked by H3K27me3 in X chromosome from PSAPP cortex are reported. Only terms with an activation z-score above |2| are considered. All the results are presented as increased/decreased in females with respect to males.

Cortex Diseases or Functions (H3K27me3 X)	*p*-Value	Predicted Activation State	Activation Z-Score	Molecules	N° of Molecules
Spatial learning	2.70 × 10^−^^5^	Increased	2.646	AP1S2,ARHGEF9,CYBB,DLG3,Gprasp2,GRIPAP1,HTR2C, KDM5C, MECP2, OPHN1,PHF8,SLC6A8,UBE2A, ZDHHC9	14
Growth of neurites	4.98 × 10^−3^	Increased	2.138	AR,ARX,CCDC120,CDKL5,DCX,EFNB1,ELK1,FRMD7, GJB1, MAO, MID1,OGT,PLXNA3,RAB33A,SLC25A5, SNX12,SYN1,TLR7,TRPC5	19
Organization of cytoskeleton	1.17 × 10^−^^7^	Increased	2.074	AGTR2,AMOT,AR,ARHGAP4,ARHGAP6,ARHGEF9, ATP7A, BRWD3,CAPN6,CDK16,CDKL5,CETN2,CUL4B, CXCR3,CYBB, DCX,DGKK,DLG3,DOCK11,EFNB1,ELK1, F8A1 (includes others),FGD1,FLNA,FRMD7,GATA1,GDI1,GJB1,GPM6B, Gprasp2,HDAC6,HDAC8,HPRT1, IL1RAPL1,KDM5C,MAOA, MECP2,MID1,MID1IP1, mir-384,MPP1,MTM1,NR0B1,OFD1, OGT,OPHN1,PAK3, PCYT1B,PLS3,PLXNA3,PLXNB3,POF1B, PQBP1,RAB33A, RPGR,RPS6KA3,SH3KBP1,SHROOM2, SHROOM4, SLITRK2,SYN1,TLR7,Tmsb4x (includes others), TRPC5, USP9X	65
Organization of cytoplasm	8.76 × 10^−7^	Increased	2.074	AGTR2,AMOT,AR,ARHGAP4,ARHGAP6,ARHGEF9, ATP7A, BRWD3,CAPN6,CDK16,CDKL5,CETN2,CUL4B,CXCR3,CYBB, DCX,DGKK,DLG3,DOCK11,EFNB1,ELK1,F8A1(includes others),FGD1,FLNA,FRMD7,GATA1,GDI1,GJB1,GPM6B, Gprasp2,HCFC1,HDAC6,HDAC8,HPRT1,HSD17B10, IL1RAPL1,KDM5C,MAOA,MECP2,MID1,MID1IP1,mir-384, MPP1,MTM1,NR0B1,OFD1,OGT,OPHN1,PAK3,PCYT1B,PLS3,PLXNA3,PLXNB3,POF1B,PQBP1,RAB33A,RPGR,RPS6KA3, SH3KBP1,SHROOM2, SHROOM4, SLITRK, SYN1,TLR7, Tmsb4x (includes others),TRPC5,USP9X	67
Tremor	1.14 × 10^−3^	Decreased	−2.011	ARAF,CA5B,GABRQ,GJB1,GPM6B,GRIA3,IKBKG,MECP2, PLP1, TIMP1	10
Differentiation of Th2 cells	1.09 × 10^−2^	Decreased	−2.236	FOXP3,GATA1,IL13RA2,let-7,TLR7	5
Movement Disorders	2.29 × 10^−3^	Decreased	−2.242	ABCB7,AIFM1,AMER1,AP1S2,AR,ARAF,ARHGEF9,ARMCX2, AR, ATP6AP2,BCAP31,CA5B,CDKL5,CETN2,CXCR3,F8A1 (includes others),GABRQ,GJB1,GPM6B,GRIA3,GRPR,HPRT1, HTR2C,IDS,IGSF1,IKBKG,KCND1,MAOA,MECP2,OGT,PDK3, PGK1,PGRMC1,PLP1,PRKX,PTCHD1,RGN,RS1,SRPX,SRPX2, SYN1,SYTL4,TIMP1,Tmsb4x (includes others),XIAP	45
Motor dysfunction or movement disorder	1.72 × 10^−3^	Decreased	−2.666	ABCB7,AIFM1,AMER1,AP1S2,AR,ARAF,ARHGEF9,ARMCX2, AR,ATP6AP2,BCAP31,CA5B,CDKL5,CETN2,CXCR3,F8A1 (includes others),GABRQ,GJB1,GPM6B,GRIA3,GRPR,HPRT1, HTR2C,IDS,IGSF1,IKBKG,KCND1,MAOA,MECP2,MTM1, OGT, PDK3,PGK1,PGRMC1,PLP1,PRKX,PTCHD1,RGN,RS1, SRPX,SRPX2,SYN1, SYTL4,TIMP1,Tmsb4x (includes others), XIAP	46

**Table 3:** Biological signatures associated to H3K27me3-regulated promoters on gastrocnemius X chromosome. Results of an ingenuity pathway analysis for promoters differentially marked by H3K27me3 in X chromosome from PSAPP gastrocnemius are reported. Only terms with an activation z-score above |2| are taken in consideration. All the results are presented as regulated (increased/decreased) in females with respect to males.

Gastrocnemius Diseases or Functions (H3K27me3 X)	*p*-Value	Predicted Activation State	Activation Z-Score	Molecules	N° of Molecules
Organization of actin cytoskeleton	27.23 × 10^−3^	Increased	2.000	ARHGAP4,EFNB1,FGD1,GPM6B,MSN,OPHN1,PAK3,PLS3, Tmsb4x (includes others)	9
Abdominal cancer	1.41 × 10^−5^	Decreased	−2.000	ABCB7,ACE2,AIFM1,AMER1,ARHGAP36,ARHGAP4,ARHGEF9, ARMCX1,ARMCX2,ARMCX3,ARMCX4,ARMCX5,ARX, ASB9, ATP2B3,AVPR2,AWAT2,BCOR,BCORL1,BEX1,BGN, BMX,BRS3, BTK,CA5B,CACNA1F,CCDC160,CD40LG, CDX4,CHRDL1, CLDN2,CNGA2,CNKSR2,COL4A5,DACH2,DCAF12L2,DGAT2L6,DOCK11, DUSP9, EFNB1,EGFL6,ELF4,ERCC6L,FAM155B, FGD1,FOXO4,FOXR2,FRMD7,FRMPD3,GABRA3,GABRQ,GATA1, GDPD2,GJB1,GPC3,GPC4,GPM6,GPR101,GPR143, GPR50,GRIA3, GRPR,GSPT2,GUCY2F,HCFC1,HDAC8, HPRT1,HSD17B1,HTR2C, IDH3G,IGSF1,IL13RA1,IL1RAPL1,IL1RAPL2, IQSEC2,IRAK1, KCND1,KCNE5,KLF8,KLHL15,L1CAM, LANCL3,LHFPL1, LONRF3,MAGEA10, MAGEA11,MAGED1,MAGEE1,MAGEE2, MAP7D2,MBNL3,mir-452,MSN,NAA10,NAP1L2,NEXMIF,NONO, NRK,NYX,OGT,OPHN1,OPN1LW,OTUD6A,PAK3,PCDH11X, PCDH19,PDK3,PDZD4,PHF6,PHKA1,PLAC1,PLS3,PLXNA3, PLXNB3,PNMA3,PNMA5,PRKX,PRPS1,PRPS2,PTCHD1, RAB33A, RAI2,RAP2C,RBM41,RNF128,RPS4Y1,RRAGB,SLC16A2,SLC25A43,SLC38A5,SLC6A8,SLC7A3,SLITRK4,SOWAHD,SOX3,SRPX, STARD8,SYN1,SYTL4,TAB3,TAF1,TBX22,TCEANC,THOC2, TMEM164,TMEM255A,TMEM47,TREX2, TRPC5,TSC22D3,TSPYL2, UPF3B,USP51,UTP14A,VGLL1,YIPF6,ZC4H2, ZCCHC12, ZDHHC9,ZFX,ZIC3,ZMYM3	162

## Data Availability

ChIP-seq data are deposited on GEO repository and accessible with GSE189260 number (https://www.ncbi.nlm.nih.gov/geo (accessed on 4 November 2021)). All the data that support the figures and the other findings are available from the authors upon request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/epigenomes5040026/s1, Figure S1: Number of aligned reads, Figure S2: Spearman correlation including only autosomes, Figure S3: Number of peaks, Table S1: Number of regions investigated during the differential bounding analyses, Table S2: H3K4me3 differentially bound sites and related annotations in cortex, Table S3: H3K4me3 differentially bound sites and related annotations in gastrocnemius, Table S4: H3K27ac differentially bound sites and related annotations in cortex, Table S5: H3K27ac differentially bound sites and related annotations in gastrocnemius, Table S6: H3K27me3 differentially bound sites and related annotations in cortex, Table S7: H3K27me3 differentially bound sites and related annotations in gastrocnemius, Table S8: Biological signatures associated to H3K4me3-regulated promoters on cortex X chromosome, Table S9: Biological signatures associated to H3K4me3-regulated promoters on gastrocnemius X chromosome, Table S10: Biological signatures associated to H3K27ac-regulated promoters on gastrocnemius autosomes, Table S11: Biological signatures associated to H3K27ac-regulated promoters on gastrocnemius X chromosome, Table S12: Diet composition.

How the deposited data were processed for this re-analysis (not part of the article)

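Histone H3K4me3, H3K27ac and H3K27me3 were profiled by chromatin immunoprecipitation and sequencing in cortex (4 males, 5 females) and gastrocnemius (5 males, 5 females) of 10 PSAPP mice aged 13 months, giving 57 libraries. The authors aligned reads to mm10 with bwa, removed reads of low mapping quality, duplicates and reads off chromosomes 1 to 19 and X with SAMtools, and called peaks separately in each library with epic2 (fragment size 200, window 200, gaps of 2 for H3K4me3 and H3K27ac and 3 for H3K27me3, FDR under 0.05, e = 100). The epic2 version is not given in the sources used here, and no input library appears in its output. The deposited count of each peak is the whole number of fragments that the authors' epic2 run counted in it, not normalized. The deposited score of each peak is the epic2 score that the authors obtained against a random background of the same library, and it was used here only to rank peaks. Consensus sites, Diffbind, ChIPseeker, deepTools and IPA results of the paper are not among the deposited values, so its differential analysis could not be run as it was, and every count, share and signal below was computed here from the peaks.

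Computations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were those of the curated RefSeq set on the same assembly, 24963 on autosomes and 1126 on X, with 1 TSS per gene for the TSS signal. For the correlation between libraries, the reads of a peak were shared over its 10 kb bins by overlap. The TSS signal is the mean over TSSs of the reads of called peaks within 2.5 kb, in RPM of the reads in autosomal peaks, because the authors left X out of their normalization. A peak within 1 kb of a TSS was counted as a promoter peak. Consensus sites were merged peaks present in at least 3 libraries of a sex, joined over the sexes. A library without a peak at a site gives no reads there, and its reads were taken as 0 for the correlation, the TSS signal and the principal components (log2 of RPM plus 1, centred). The read count test was edgeR's quasi-likelihood test at the sites that every library of the mark and tissue had called, with TMM factors from autosomal sites, for autosomes and X apart, at an FDR under 0.1 as in the paper. Calls were compared by Fisher's exact test at the same FDR and by counting sites called in every library of 1 sex and none of the other.

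Females were compared with males within each mark and tissue, with libraries as replicates. Single values were compared by exact permutation of the sex labels over 126 relabellings in the cortex and 252 in the gastrocnemius, two-sided except for the correlation gap, which is one-sided, with Benjamini-Hochberg adjustment over the 6 comparisons of a family. The tests, the alternatives tried and the rule for naming genes were set before the data were examined, except where the text says that a test was chosen later. Named are the genes of the paper's results text, Kdm5c and Kdm6a of its discussion, Xist, Eif2s3x and Ddx3x as checks of the sex labels, the genes of Tables 2 and 3 as sets, and for each mark, tissue and chromosome class with read count calls the 3 sites with the largest change among those called whose normalized reads did not overlap between the sexes, apart from some sites of this last kind that are left unnamed. The paper's text and tables had been read when this rule was written.

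Alternatives were another bin size (50 kb), covered bp in place of reads, empty bins, a window of 1 kb, scaling by reads in all peaks, promoters of 3 kb, peaks merged per sex, a pseudocount of 5, sites called in every library, a consensus of at least 2 libraries, peaks covering at least 50% of a site, leaving out the 25% of peaks with the lowest scores, equally many top-scoring peaks per library, DESeq2, its size factors in edgeR, at least 20 reads in every library, uncalled sites at 0 reads or at the lowest read density of the library, the run number in the deposited names as a covariate or as a filter, and each library left out in turn. Reads in peaks ranged from 2994888 (H3K27me3, gastrocnemius male 4) to 27.3 M (H3K27ac, gastrocnemius), and the median biological coefficient of variation at tested autosomal sites ran from 7.73% (H3K4me3, cortex) to 27.7% (H3K27me3, gastrocnemius).

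The code was tested on simulated data, drawn independently for each library and site and so without the likeness between real libraries. Of 100 autosomal sites changed 1.5-fold, edgeR recovered 74 of H3K4me3, 24 of H3K27ac and 18 of H3K27me3 in the cortex and 69, 40 and 22 in the gastrocnemius, and of 100 changed 2-fold it recovered 94, 74 and 49 and 98, 80 and 75, with 21, 10, 7, 19, 11 and 7 calls among unchanged sites. With calls drawn without a sex difference, 5, 34 and 54 sites of the cortex and 7, 16 and 14 of the gastrocnemius separated the sexes and Fisher's test called 0, and all 200 of 200 sites made to differ were recovered. In 400 simulated comparisons without a difference, the share of exact permutation p values under 0.05 lay between 3.75% and 7%. No 2 libraries shared more than 0.207% of identical peaks. The aligned reads, signal tracks, pathway analysis and supplementary files were not analysed here.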

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

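Of the tests below, those of the 2 read totals and all tests of the sex difference between the tissues were chosen only after these results were seen.

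Within the libraries of a sex, mark and tissue, 84 groups of 4 or 5 values were searched for a library far from the others, meaning a gap to its nearest neighbour that exceeds Dixon's 95% critical share of the whole range of the group (0.71 for 5 libraries and more for 4). Chance gives about 1 in 20 groups, or 4.2 of 84, and 10 were found. No biological explanation was tested for these 10 values, because the design names only sex and tissue, which the libraries of a group share.

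In the cortex, 3 of these values are from H3K27ac in females. Female 9 had 567 X peaks, with the other females at 821 to 879 (gap 0.814 of the range), and 15.2% distal intergenic peaks, with the others at 20.2% to 21.5%. Its peaks held 3935242 reads, the fewest of the females, and 46458 peaks were called, also the fewest. Female 8 had an X TSS signal of 4.15 RPM, with the other females at 4.89 to 5.12 (gap 0.762). With equally many peaks in every library, these gaps fell to 0.565, 0.439 and 0.532 of the range, so the number of peaks called is a candidate explanation for all 3. Among H3K27me3 libraries of males in the cortex, male 2 had 14.1% promoter peaks, with the others at 13.3% to 13.4% (gap 0.867), and at equal peak number the gap was 0.305, which makes the number of peaks called a candidate explanation here as well. Batch, depth and quality of the immunoprecipitation remain open behind the number of peaks.

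In the gastrocnemius, female 6 lay apart in 3 values. Its autosomal TSS signal was 29.2 RPM for H3K4me3, with the other females at 34.9 to 36.0 (gap 0.833), and 8.80 RPM for H3K27ac, with the others at 11.0 to 11.6 (gap 0.775), and its X TSS signal for H3K27ac was 3.31 RPM, with the others at 4.23 to 4.43 (gap 0.822). At equal peak number, the gap was 0.881 for autosomal H3K4me3 and 0.745 for H3K27ac on X, both still above 0.71, which argues against the number of peaks called as their cause. For H3K27ac on autosomes it was 0.703, just under 0.71, so the number of peaks called stays open for that value by a narrow margin. This library has a run number in its deposited name, as do those of females 9 and 10, which did not lie apart. What distinguishes female 6, technical or in the animal, was not tested. Female 7 had 20.1% distal intergenic peaks for H3K4me3, with the other females at 16.6% to 17.5% (gap 0.739), and at equal peak number the gap was 0.237, so the number of peaks called is a candidate explanation.

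For reads in peaks in the gastrocnemius, H3K27ac of male 2 was low at 15704375 reads, with the other males at 18747961 to 19699762 (gap 0.762). Of the 6 H3K27ac libraries without a run number, 4 lay below every library with one, and males 1, 3 and 4, which also lack a run number, did not share the low value, which argues against the run number as its whole cause. H3K27me3 of male 5 was high at 18247332 reads, with the other males at 2994888 to 5862998 (gap 0.812). All 4 H3K27me3 libraries of the gastrocnemius with a run number, male 5 and 3 females, held more reads than every library without one, so a deeper sequencing of the libraries with a run number may explain the direction of this value, although male 5 held more than the females with a run number, at 7.71 M to 7.87 M. What sets it apart from those remains open.

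Of 9 exact tests of the sex difference between the tissues, each over 31752 relabellings within the tissues, 1 had a p under 0.05. Females exceeded males in the number of X peaks of H3K27me3 by 2045.8 in the gastrocnemius and by 7375.5 in the cortex. This is a difference of -5329.7 (two-sided exact p = 0.0477, adjusted 0.429). X peaks ranged from 6195 to 9032 in females and from 56 to 67 in males of the cortex. In the gastrocnemius they ranged from 1438 to 2536 in females and from 9 to 45 in males. Relabelling mixes the sex difference of each tissue into the relabelled values, and this difference is large on X. Neither the p nor its adjusted value can therefore decide whether the tissues differ. These relabellings treat the tissues as independent, although 9 mice gave both. With the sex labels permuted by mouse over the 126 relabellings of these 9 mice, the difference was -5324.65 X peaks (two-sided exact p = 0.00794, the smallest possible, adjusted 0.0714 over 9 tests, the lowest that a single test at this p can reach) and -26.8 Mb of covered length (two-sided exact p = 0.00794), and of the other 8 measures only the X TSS signal of H3K4me3 was under 0.05 (0.14 on the log2 scale, two-sided exact p = 0.0397, adjusted 0.179). The adjusted p by mouse therefore says nothing against a difference. With each library left out in turn, the difference ran from -5640.2 (without cortex female 7) to -4930.95 (without cortex female 6). The p of relabelling within the tissues was above 0.05 in 15 of 19 such repeats, which cannot decide for the reason given above. By the same relabelling, the difference was -4133.85 with the stricter peak threshold (two-sided exact p = 0.0419) and -2711.65 at equal peak number (two-sided exact p = 0.0680). It was -26.9 Mb when the covered length was compared (two-sided exact p = 0.0713). With equally many peaks in every library of both tissues, female X peaks numbered 4107 ± 242 in the cortex and 1374 ± 292 in the gastrocnemius (SD, n = 5), a ratio of 2.99, against 3.59 with all peaks, so fewer called peaks in the gastrocnemius cannot be the whole cause. The share of X covered was 23.7 ± 1.53% and 7.91 ± 3.37%, a ratio of 3.00, which argues against longer and fewer peaks as the cause. A difference between the tissues, batch and the quality of the immunoprecipitation stay open, since tissue and batch were not separated in the design.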

How the results depend on the processing

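For 164 results, 2213 alternatives were run. In 1911 the direction and the side of the threshold held, or a count stayed within 1.5 times. A p was no longer under 0.05 in 92, newly under it in 20, a sign changed in 65, and a count or share moved in 125. The sexes could not be compared in pairs because they are different animals. The sex difference between the tissues was also tested by mouse, an alternative chosen after seeing the data, and for X peaks of H3K27me3 gave -5324.65 (two-sided exact p = 0.00794, the smallest possible). The run number was not used as a covariate in the cortex, where only females carry one. Small changes can be missed: edgeR recovered 18 to 74 of 100 simulated autosomal changes of 1.5-fold, in counts drawn independently, and may recover fewer in the data. It recovered 74 at a median biological coefficient of variation of 7.73%, and 18 and 22 at 24.1% and 27.7%. Depth was not tested as a cause. Below, values are female minus male unless they are counts or variance shares. Unless said otherwise, the cause was not tested.

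Libraries without a run number (3 females against 4 males in the cortex, 2 against 4 in the gastrocnemius, where no two-sided exact p can be under 0.0667). By construction p lost the threshold in the gastrocnemius for X peaks of H3K4me3 (91), H3K27ac (137.5) and H3K27me3 (1610.75), the correlation gap with X of H3K27me3 (0.0544), the log2 TSS signal on X of H3K4me3 (0.202) and H3K27me3 (5.13), and component 1 on X of H3K4me3 (58.3%), H3K27ac (46.2%) and H3K27me3 (81.9%). In the cortex, X peaks of H3K4me3 (45.5, two-sided exact p = 0.143) and autosomal TSS signal of H3K27me3 (0.193, two-sided exact p = 0.0571) lost it, and component 1 of H3K27ac on X (39.4%, two-sided exact p = 0.0286) gained it. The sign changed for H3K4me3 TSS signal in the cortex on autosomes (0.0116) and all chromosomes (0.0125), for the promoter share of H3K27ac in the cortex (-1.40 points) and H3K27me3 in the gastrocnemius (-0.233), the distal intergenic share of H3K27ac in the cortex (0.234) and the peak number of H3K27me3 in the gastrocnemius (-575). Sites separated by call rise when fewer libraries must share a call, to 13 (H3K4me3), 142 (H3K27ac) and 248 (H3K27me3) on autosomes and 20 (H3K27ac) on X in the cortex and to 169, 636 and 426 on autosomes and 31 (H3K4me3) and 40 (H3K27ac) on X in the gastrocnemius, while Fisher's test found 0 H3K27me3 sites on X in the gastrocnemius, where too few libraries remain. edgeR called 14 H3K4me3 sites on X in the cortex, and in the gastrocnemius 1 autosomal and 84 X sites for H3K4me3, 39 and 61 for H3K27ac, and 5 X sites for H3K27me3.

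Stricter peak threshold, without the 25% of peaks that score lowest. The difference in X peaks of H3K4me3 was 49.95 in the cortex (two-sided exact p = 0.0873) and 37 in the gastrocnemius (two-sided exact p = 0.0635). Separated sites of H3K4me3 fell to 1 on autosomes and 3 on X in the cortex and to 3 and 6 in the gastrocnemius, and those of H3K27me3 on X in the gastrocnemius to 292.

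Equal peak number. The sign changed for promoter shares of H3K4me3 (0.114), H3K27ac (-0.0398) and H3K27me3 (0.0523) in the cortex and H3K27ac (0.453) in the gastrocnemius, and for distal intergenic shares of H3K27me3 in the cortex (-0.258) and H3K4me3 in the gastrocnemius (0.0638). Autosomal separated sites rose to 99 for H3K27me3 in the cortex and 21 for H3K4me3 in the gastrocnemius, and H3K27me3 sites on X in the gastrocnemius fell to 289 separated and 542 by Fisher's test.

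Overlap and consensus. With peaks covering at least 50% of a site, separated sites on autosomes were 43 for H3K27ac and 120 for H3K27me3 in the cortex and 27 for H3K4me3 and 3 for H3K27me3 in the gastrocnemius, and on X 1249 and 80 for H3K27me3 in cortex and gastrocnemius, where Fisher's test found 2304 and 0. With a consensus of at least 2 libraries, Fisher's test found 444 H3K27me3 sites on X in the gastrocnemius, where more sites enter the adjustment.

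Measure. Covered length in place of peak number changed the sign for H3K27ac (-23.5 Mb) and H3K27me3 (-7.88) in the cortex and for H3K27ac (-22.0) and H3K27me3 (-12.5) in the gastrocnemius. The correlation gap changed sign with all bins for H3K4me3 in the cortex (9.84e-04 with X, 5.56e-04 on autosomes) and for autosomal H3K27me3 in the gastrocnemius (-1.89e-04), and with covered bp for autosomal H3K27me3 in the cortex (5.61e-04). Within 1 kb, the X TSS signal of H3K4me3 was 0.0132 in the cortex (two-sided exact p = 0.698) and 0.0954 in the gastrocnemius (two-sided exact p = 0.246). Scaled by reads in all peaks, so that female X reads enter the divisor, the H3K27me3 TSS signal was -0.0651 on autosomes and 0.0680 on all chromosomes in the cortex (two-sided exact p = 0.198 each) and -0.0102 on autosomes in the gastrocnemius. With promoters of 3 kb, the H3K27me3 promoter share in the gastrocnemius was -0.0337 points. With peaks merged per sex, the distal intergenic share of H3K27me3 in the cortex differed by 1.87 points.

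Components. Over the X sites called as different, an alternative chosen after seeing the data, component 1 held 90.7%, 86.5% and 92.2% for H3K4me3, H3K27ac and H3K27me3 in the cortex and 70.3%, 66.4% and 87.9% in the gastrocnemius, because such sites are selected on sex.

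Read count test. DESeq2 called 5 autosomal H3K27me3 sites in the cortex and 92 (H3K4me3), 260 (H3K27ac) and 18 (H3K27me3) in the gastrocnemius. With uncalled sites at 0 reads, 4714 H3K27me3 sites on X were called in the cortex, 23 autosomal H3K27ac sites and 1268 H3K27me3 sites on X in the gastrocnemius, since sites without calls in 1 sex then enter. With uncalled sites at the lowest density, the counts on X were 41 (H3K4me3), 34 (H3K27ac) and 2395 (H3K27me3) in the cortex, and 32 (H3K27me3) in the gastrocnemius with 2 autosomal H3K4me3 sites. With the run number as a covariate, the gastrocnemius had 62 H3K4me3 sites on X, 3 autosomal H3K27ac sites, and 2 autosomal and 6 X sites of H3K27me3.

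Each library left out in turn, lowest to highest. Peak number: H3K4me3 cortex 1271.25 to 2598.5 (without female 6, two-sided exact p = 0.0286), H3K27ac cortex -1557.25 (without female 7) to 5643.5 (without female 9), H3K4me3 gastrocnemius -1409.9 (without male 5) to 700.1 (without male 4), H3K27me3 gastrocnemius -1239.4 (without male 4) to 2553.6 (without male 5). X peaks in the cortex: H3K4me3 53.25 (without female 8) to 75.5 (without female 6), with p above 0.05 in 8 of 9, and H3K27ac 23.6 (without male 3) to 106 (without female 9, two-sided exact p = 0.0286). Correlation gap with X: H3K4me3 cortex -0.00213 (without female 8) to 1.28e-04 (without male 1), H3K4me3 gastrocnemius 6.71e-04 (without male 3) to 0.00826 (without female 6), H3K27ac gastrocnemius 0.00147 (without male 3) to 0.0102 (without female 10). On autosomes: H3K27me3 cortex -0.00849 (without female 6) to 0.00622 (without male 3), H3K4me3 gastrocnemius -1.97e-04 (without male 3) to 0.00724 (without female 6), H3K27me3 gastrocnemius -6.54e-04 (without female 7) to 0.00780 (without male 3).

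For TSS signal: H3K4me3 cortex all chromosomes -0.0215 (without female 7) to 9.40e-04 (without female 9), H3K27me3 cortex autosomes 0.131 (without male 4) to 0.192 (without male 1), H3K4me3 gastrocnemius 0.0585 (without male 3) to 0.143 on autosomes and 0.0600 to 0.144 on all chromosomes, H3K27ac gastrocnemius 0.0834 to 0.191 on autosomes, 0.192 (without female 9) to 0.296 on X and 0.0851 to 0.192 on all chromosomes, each highest without female 6, and H3K27me3 gastrocnemius autosomes -0.0549 (without male 5) to 0.127 (without male 2). Promoter share: H3K4me3 cortex -6.28 (without female 6) to -2.84 (without male 2), H3K27ac cortex -1.62 (without female 9) to 0.733 (without female 7), H3K4me3 gastrocnemius -0.764 (without male 4) to 3.26 (without male 5), H3K27ac gastrocnemius -1.29 (without female 6) to 0.0797 (without female 9), H3K27me3 gastrocnemius -0.299 (without male 2) to 0.669 (without male 4). Distal intergenic share: H3K27ac cortex -1.18 (without female 8) to 0.387 (without female 9), H3K4me3 gastrocnemius -0.655 (without male 5) to 0.571 (without male 4), H3K27ac gastrocnemius 0.455 (without female 9) to 0.848 (without female 7), H3K27me3 gastrocnemius -1.13 (without male 4) to 0.166 (without male 5). Component 1: H3K27ac cortex X 36.8% (without female 9) to 42.6% (without male 3), H3K27me3 cortex autosomes 21.1% (without female 7) to 24.3% (without female 5), H3K27ac gastrocnemius autosomes 21.5% (without male 5) to 24.2% (without female 8).

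For sites separated by call, which rise when 1 library fewer must share a call: H3K4me3 cortex 9 to 85 on autosomes (without female 6) and 12 to 19 on X (without male 1), H3K27ac cortex 22 to 79 and 9 to 18 (both without female 9), H3K27me3 cortex autosomes 81 to 133 (without male 3), and on autosomes of the gastrocnemius 8 to 41 for H3K4me3 (without male 5), 66 to 111 for H3K27ac (without female 10) and 24 to 58 for H3K27me3 (without male 4). Sites called by edgeR in the gastrocnemius: H3K4me3 0 to 8 on autosomes (without female 10) and 45 (without male 3) to 172 (without female 6) on X, H3K27ac 3 (without male 1 or male 2) to 61 (without female 10) on autosomes and 39 (without male 3) to 155 (without female 6) on X. Among named promoters and sites, 28 and 9 of the repeats without 1 library lost their threshold, those of Maoa and of H3K27ac at Irs1, Kdm5c and Kdm6a and the H3K27ac site near Anapc4.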

Differences from the paper's values

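The paper's numbers of sites come from Diffbind on aligned reads and those here from reads in deposited peaks. For autosomal sites in the cortex, the paper's counts are 2 for H3K4me3, 2 for H3K27ac and 5 for H3K27me3, and edgeR called 0, 0 and 0 (440, 380 and 456 at an unadjusted p under 0.05). DESeq2, an alternative set before the data were examined, gave 0, 0 and 5, which reaches the paper's count for H3K27me3, and no other alternative set before the data were examined, and no library left out, reached any of these 3 counts.

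For X sites in the cortex, the paper's count for H3K4me3 is 65 and the count here 27, with 39 when uncalled sites were taken at 0 reads and 41 at the lowest density, the closest of the alternatives set before the data were examined, none of which reached it. The paper's count for H3K27ac is 56 and the count here 18, with 27 and 34 under the same alternatives, and none reached it. The paper's count for H3K27me3 is 2783 in Table 1, with 1 fewer in its text, and the count here 24, because 25 sites were called in every library. With uncalled sites at the lowest density it was 2395, which is within 1.5 times of the paper's, and at 0 reads it was 4714, which is not. Fisher's test on calls gave 3735 sites, within 1.5 times, and 2694 sites were called in every female and no male. The other alternatives set before the data were examined, left-out libraries included, gave 24 to 29.

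For the gastrocnemius, the paper's autosomal counts are 139 for H3K4me3, 781 for H3K27ac and 206 for H3K27me3, and edgeR called 0, 12 and 0 (1366, 1653 and 305 at an unadjusted p under 0.05). DESeq2 gave 92, 260 and 18, the closest of the alternatives set before the data were examined, and none reached the paper's counts, with or without single libraries. The paper's count for H3K27me3 on X is 855 and the count here 3, of 6 sites called in every library. With uncalled sites at 0 reads it was 1268, within 1.5 times of the paper's, and at the lowest density 32. Fisher's test gave 837 sites, also within 1.5 times, and 444 sites were called in every female and no male. The paper's counts of 102 and 69 for H3K4me3 and H3K27ac on X are within 1.5 times of the 139 and 95 found here.

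The paper gives 488 genes with a promoter at an H3K27me3 site of X in the cortex, and 32 were found here. With uncalled sites at the lowest density 508 genes and at 0 reads 702 genes were found, both within 1.5 times of the paper's number, as are the 621 genes by Fisher's test and the 529 at sites called in every female and no male. The other alternatives set before the data were examined, left-out libraries included, gave 32 to 36. For H3K27ac in the gastrocnemius the paper gives 123 genes, and 5 were found here at autosomal sites. DESeq2 gave 108, within 1.5 times, and the other alternatives set before the data were examined gave 1 to 22.

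The share of component 1 for H3K27ac on X in the gastrocnemius is 59% in the paper and 36.8% here. Among the alternatives set before the data were examined it was within 1.5 times of the paper's with the libraries without a run number (46.2%), without male 5 (39.9%) and without female 6 (39.7%), and not with a pseudocount of 5 (38.9%), sites called in every library (36.0%), calls in place of reads (33.2%) or any of the 8 other libraries left out. Over the 95 sites called here it was 66.4%, an alternative chosen after seeing the values.

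For the correlation between libraries, the paper gives a colour range that starts at 0.68 for all panels of its Figure 1, without saying which mark it belongs to, and the lowest rho here, for H3K27me3 in the cortex, was 0.501. It differed by less than the spread with 50 kb bins (0.615) and with empty bins included (0.647), and not with covered bp (0.458), equal peak number (0.481) or libraries without a run number (0.485). For H3K27ac the paper puts every rho above 0.9, and the lowest here was 0.821 in the cortex and 0.844 in the gastrocnemius. In the cortex, 50 kb bins gave 0.911, above the paper's bound, and the other alternatives set before the data were examined gave 0.746 to 0.832. In the gastrocnemius, empty bins included gave 0.889, 50 kb bins 0.926, above the paper's bound, and the others 0.793 to 0.875. No library left out reached these values.

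The paper's text calls the H3K27me3 signal at TSSs of X almost double in females in both tissues. Its female over male ratio is about 3.3 in the cortex (Figure 2o, read by eye) and about 2.9 in the gastrocnemius (Figure 2r, read by eye), and 26.5 and 26.8 here, where only reads in called peaks are summed, so that the values are not on 1 scale with the paper's signal over all reads. The alternatives set before the data were examined gave 24.4 within 1 kb, 22.8 scaled by all peak reads, 27.6 at equal peak number and 27.7 without run-number libraries in the cortex and 27.7, 29.7, 42.5 and 34.9 in the gastrocnemius, and none reached the paper's.

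Other statements of the paper differ from the values here. It states that H3K4me3 libraries cluster by sex when X is included, and the gap between same-sex and other pairs had a one-sided exact permutation p of 0.595 in the cortex and 0.0714 in the gastrocnemius, whereas for H3K27me3 it was 0.00794 in both. It reports a slight autosomal H3K27me3 difference at TSSs in the gastrocnemius, where the two-sided exact p was 0.770 for a log2 difference of 0.06. It reports an H3K27ac difference at TSSs of X in the gastrocnemius, which was 0.22 here (two-sided exact p = 0.0635) and 0.30 without female 6 (two-sided exact p = 0.0159). It describes more distal intergenic H3K4me3 peaks in female cortexes, and the shares were 17.3% and 15.4% (two-sided exact p = 0.175), or 20.9% and 18.4% with peaks merged per sex. It states that 3 of 5 female cortexes had more H3K4me3 peaks, and 4 of 5 lay above every male here.

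It states that the sexes separate only on X, whereas on component 2 of autosomal H3K27me3, examined after the data were seen, every female lay apart from every male in both tissues (two-sided exact p = 0.00794). This also held in both tissues with a pseudocount of 5 and with calls in place of reads (two-sided exact p = 0.00794 each). It was not so over sites called in every library (two-sided exact p = 0.786 in the cortex and 0.175 in the gastrocnemius) or at equal peak number (0.317 and 0.0317, two-sided exact, with the sexes overlapping), although in the cortex the sexes then differed on component 1 (two-sided exact p = 0.00794). For H3K27ac on X in the cortex the sexes did not differ on component 1 here (two-sided exact p = 1), and did so on component 2 (two-sided exact p = 0.00794). On component 1 they differed, as the paper states, without female 9 (36.8%) and among the libraries without a run number (39.4%), with a two-sided exact p of 0.0286 each. It states that sex differences are smaller in the cortex than in the gastrocnemius, and the difference between the tissues in the autosomal correlation gap had permutation p values of 0.137, 0.140 and 0.483 (two-sided), which leaves the statement open. By sites called, the gastrocnemius had more than the cortex on X for H3K4me3 and H3K27ac and on autosomes for H3K27ac (12 against 0 by edgeR) and for all 3 marks by DESeq2 (92, 260 and 18 against 0, 0 and 5), as the paper states, and for H3K27me3 on X 3 of 6 testable sites against 24 of 25. For H3K27me3 on X, the sex difference in the number of peaks was larger in the cortex (gastrocnemius minus cortex -5329.7, two-sided exact p = 0.0477, and 0.00794 with labels permuted by mouse), the same direction as in the paper's Table 1. Of the 8 genes it names at H3K27me3 sites in the cortex, the promoters of 5 lay at sites called by Fisher's test and those of Htr2c, Agtr2 and Cybb at none. By reads at the promoter Htr2c goes with the paper, with 11.8 RPM in females, 5 of 5 with a peak, and 2.94 RPM in males, 2 of 4 with a peak (two-sided exact p = 0.00794, adjusted 0.0127), while Agtr2 had a peak in 2 of 5 females and no male (two-sided exact p = 0.444) and Cybb in no library. Of the 3 it names for H3K27ac in the gastrocnemius, edgeR called none, DESeq2 called the sites of Bdnf and Hnmt, and none of the 19 settings of the read count test called that of Irs1. The paper's Table 2 lists Kdm5c among the cortex promoters marked differently by H3K27me3. No library had an H3K27me3 peak within 1 kb of its TSS.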

Other observations

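Of the tests below, those of library similarity, of the second component, of the distal X, of read density over all tested X sites, and of H3K27me3 promoters at an FDR under 0.1 or with H3K27me3 in any female were chosen only after the result was seen, and the deciding test of the distal X was redefined after a first result on the region beyond the block was seen.

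The counts of sites were set against other splits of the same libraries into groups of the same sizes, 100 for calls and 40 for read counts, the real split included. For calls on X, chance can be excluded in each mark and tissue: as many separated sites as between the sexes were found in 1 of 100 splits for H3K4me3 (12 sites, highest other 6), 2 for H3K27ac (9, highest other 9) and 1 for H3K27me3 (2694, highest other 352) in the cortex, and in 1 (15, highest other 1), 1 (16, highest other 5) and 1 (444, highest other 2) in the gastrocnemius. On autosomes it cannot be excluded for H3K4me3 (21 splits, 8 sites, highest other 132), H3K27ac (67 splits, 15 sites, highest other 520) and H3K27me3 (37 splits, 45 sites, highest other 143) in the cortex and for H3K4me3 (41 splits, 6 sites, highest other 120) and H3K27me3 (48 splits, 13 sites, highest other 98) in the gastrocnemius, whereas the 51 autosomal H3K27ac sites of the gastrocnemius were reached in 4 splits (highest other 93).

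For read counts on X, chance can be excluded in the cortex, where 1 of 40 splits reached the real count for H3K4me3 (27, highest other 21), H3K27ac (18, highest other 11) and H3K27me3 (24, highest other 22), and for H3K4me3 in the gastrocnemius (139, 1 split, highest other 97). It cannot be excluded at a share of 0.05 for H3K27ac (95, 2 splits, highest other 133) and H3K27me3 (3, 2 splits, highest other 3) on X in the gastrocnemius, where the other split that reached the count set males 1 to 4 and female 6 against the rest and so kept most of the sex difference. By X sites at an unadjusted p under 0.05, the exclusion does not hold for H3K4me3 (74, 3 of 40 splits, highest other 75) and H3K27ac (39, 7 splits, highest other 101) in the cortex, and it holds there for H3K27me3 (24, 1 split, highest other 18) and in the gastrocnemius for H3K4me3 (181, 1 split, highest other 151), with 2 splits each for H3K27ac (144, highest other 178) and H3K27me3 (3, highest other 3). On autosomes it cannot be excluded either. With 0 sites called by edgeR, all 40 splits reach the count, and the highest other counts were 2122 for H3K4me3, 3138 for H3K27ac and 334 for H3K27me3 in the cortex and 5348 for H3K4me3 and 1 for H3K27me3 in the gastrocnemius. At an unadjusted p under 0.05 the real counts were 440, 380 and 456 in the cortex and 1366 and 305 in the gastrocnemius, reached in 28, 39, 20, 10 and 13 of 40 splits, and DESeq2 called 0, 0, 5, 92 and 18 sites. The 12 autosomal H3K27ac sites of the gastrocnemius were reached in 3 of 40 splits (highest other 612). On autosomes, the highest counts in the cortex all came from the same split, males 3 and 4 with females 5, 8 and 9 against the rest, and those of H3K4me3 and H3K27ac in the gastrocnemius from males 1, 3 and 4 with females 6 and 7. The first of these splits puts both cortex libraries with a run number, females 8 and 9, on the same side, together with 3 libraries without one, so the run number is not separate from it.

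Libraries of the cortex thus differ along lines other than sex. Across all pairs of the 9 cortex libraries, same-sex or not, rho on autosomes in 1 mark was correlated with rho in another, at 0.752 for H3K4me3 and H3K27ac (permutation p = 2.0e-04), 0.686 for H3K4me3 and H3K27me3 (permutation p = 0.0010) and 0.540 for H3K27ac and H3K27me3 (permutation p = 0.0060), one-sided over 10000 draws and adjusted to 9.0e-04, 0.0030 and 0.0135 over 9 tests. A property of the tissue sample common to its 3 immunoprecipitations, such as dissection, cell composition or sonication, is a candidate explanation in the cortex. In the gastrocnemius the correlations were 0.832 for H3K4me3 and H3K27ac (permutation p = 1e-04, the smallest these draws can give), 0.112 for H3K4me3 and H3K27me3 (permutation p = 0.357) and 0.154 for H3K27ac and H3K27me3 (permutation p = 0.245), so there it cannot be told apart from other causes for H3K27me3. Between the tissues of the same mice the correlations were -0.252 for H3K4me3 (permutation p = 0.958), -0.0945 for H3K27ac (permutation p = 0.672) and 0.314 for H3K27me3 (permutation p = 0.104), one-sided. With each mouse left out in turn they were at most -0.116 for H3K4me3 and 0.0538 for H3K27ac, while those between marks within the cortex were at least 0.598 for pairs with H3K4me3 and 0.434 for pairs with H3K27ac. This argues against a property of the mouse common to both tissues as the cause for these 2 marks. For H3K27me3 the highest was 0.452, which overlaps, and there it stays open. Whether libraries with a run number are more alike than other groups of that size was tested by one-sided exact permutation, with p = 0.0833 for H3K4me3, 0.194 for H3K27ac and 1 for H3K27me3 in the cortex and p = 0.186, 0.129 and 0.576 in the gastrocnemius. This argues against the run number for H3K27me3 in the cortex, where these libraries were less alike than others, and leaves it open for the other marks. With pairs compared within run status and libraries permuted within it, the correlations were 0.786 for H3K4me3 and H3K27ac, 0.880 for H3K4me3 and H3K27me3 (permutation p = 1e-04 each, the smallest possible) and 0.823 for H3K27ac and H3K27me3 (permutation p = 5.0e-04) in the cortex, and 0.814 for H3K4me3 and H3K27ac in the gastrocnemius (permutation p = 1.00e-04, the smallest possible), all one-sided, so the run number is not needed for the similarity of these pairs. For H3K27me3 in the gastrocnemius they were 0.362 with H3K27ac (permutation p = 0.0426, adjusted 0.0511) and 0.260 with H3K4me3 (permutation p = 0.215), one-sided, which leaves that mark open. The paper does not report it.

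Background reads from the second X copy would raise the female excess on X more at sites of low read density than at sites of high density. Over all tested X sites, the female excess on the log2 scale was larger at low than at high density by 0.23 for H3K4me3 in the gastrocnemius (two-sided exact p = 0.0159, adjusted 0.0635 over 4 tests, 4 of 5 females above every male), which makes background a candidate explanation there although the adjusted p is above 0.05. By this measure it cannot be told for H3K4me3 in the cortex (0.0121, two-sided exact p = 0.778), for H3K27ac in the cortex (0.0796, two-sided exact p = 0.0873) or for H3K27ac in the gastrocnemius (0.11, two-sided exact p = 0.151). A first version left out X sites with an adjusted p under 0.01 in the test for sex, which selects on the outcome, and it gave larger differences, so it is not used. Reads outside peaks, which would test this directly, are not in the deposited peaks, and expression from both copies stays open.

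All 9 sites of H3K4me3 and H3K27ac called higher in males on X lie between 169305601 and 169942200, a block set from these calls. Within the block, all 14 sites not called in every library also had more reads in males, while 0 of 9 tested sites distal to it were called. These counts pool both marks and both tissues, so the same loci recur and the sites are not independent. The promoters of Gm15246 and of Mid1 were each called in both marks and both tissues. This may reflect a copy of the distal X on the Y chromosome of these males whose reads align to X, since such a copy would raise every site of the block in males. Whether these mice carry such a copy, or the male X differs there in chromatin, cannot be read from peaks aligned to chromosomes 1 to 19 and X.

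Promoters with a female excess of H3K4me3 were compared with other X promoters for H3K27me3. At an FDR under 0.01 for the H3K4me3 excess, H3K27me3 was called in every female at 0 of 9 such promoter sites in the cortex, against 258 of 458 others (56.3%, two-sided Fisher's exact p = 6.54e-04, adjusted 0.00261 over 4 tests), and at 0 of 14 against 58 of 398 in the gastrocnemius (14.6%, two-sided Fisher's exact p = 0.235), where 4 of the 14 had it in some females. In any female it was called at 0 of 9 against 433 of 458 in the cortex (two-sided Fisher's exact p = 1.95e-11) and at 4 of 14 against 228 of 398 in the gastrocnemius (two-sided Fisher's exact p = 0.0517). At an FDR under 0.1, the threshold used elsewhere, it was called in every female at 6 of 16 against 252 of 451 in the cortex (two-sided Fisher's exact p = 0.201) and 16 of 117 against 42 of 295 in the gastrocnemius (two-sided Fisher's exact p = 1). In any female it was called at 6 of 16 against 427 of 451 in the cortex (two-sided Fisher's exact p = 6.34e-09) and at 68 of 117 against 164 of 295 in the gastrocnemius (two-sided Fisher's exact p = 0.661). The cortex contrast thus rests on the threshold when every female must carry H3K27me3 and not when any female may, and the gastrocnemius shows none at an FDR under 0.1. That genes expressed from both X copies lack H3K27me3 is a hypothesis that the cortex values allow. Expression was not measured in these samples.

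On the second component of autosomal H3K27me3, every female lay apart from every male in both tissues (two-sided exact permutation p = 0.00794 each). The number of reads in peaks is not its cause by rank, since 2 of 5 females in the cortex and 0 of 5 in the gastrocnemius held more reads in peaks than every male. The separation held in both tissues with a pseudocount of 5 and with calls in place of reads (two-sided exact p = 0.00794 each). It was absent over sites called in every library (two-sided exact p = 0.786 and 0.175). At equal peak number the two-sided exact p was 0.317 in the cortex, where the sexes then differed on component 1 (two-sided exact p = 0.00794), and 0.0317 in the gastrocnemius. Which sites are called, for technical or biological reasons, may therefore carry this separation. Other tests of autosomal H3K27me3 between the sexes gave, in cortex and gastrocnemius, 0 and 0 sites by edgeR, 5 and 18 by DESeq2, two-sided exact p values of 0.0238 (adjusted 0.143) and 0.770 for the TSS signal and one-sided exact p values of 0.468 and 0.159 for the correlation gap. Whether a sex difference lies behind component 2 stays open.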
